# Transcriptomic analysis at 48 h postmortem: a proof of concept for the identification of biomarkers to estimate time since death

**DOI:** 10.1007/s11033-025-11151-5

**Published:** 2025-10-21

**Authors:** Nahum Zepeta Flores, Luz María Garduño Zarazúa, Gabriela Piñón Zarate, Christian Adrian Cárdenas Monroy, Alejandra Mercado Salomon, Olivia Pérez Zamora, Carlos Pedraza Lara, Oliver Millán Catalán, Haydee Rosas Vargas, Silvia Jiménez Morales, Carlos Pérez Plasencia, Mariano Guardado Estrada

**Keywords:** Transcriptome, Postmortem interval, MRNA, Microarray

## Abstract

**Background:**

The postmortem interval (PMI) refers to the time elapsed between an individual’s death and the examination of the body. Tissues undergo a sequence of anatomical changes following death, which are routinely used to estimate the PMI.

**Methods:**

To determine if these anatomical changes are associated with identifiable genomic adaptations that could characterize the PMI more accurately, we analyzed the rat skeletal muscle transcriptome at 0 and 48 h postmortem using Clariom™ S arrays. This study investigates whether specific transcriptomic changes correlate with PMI progression, offering a potential molecular tool to complement established anatomical methods.

**Results:**

A total of 3,873 differentially expressed mRNAs were identified, of which 2,787 downregulated and 1,086 upregulated transcripts. The most significantly downregulated mRNA was *Tnni1* (FC = -30.95, *p* = 1 × 10^−3^), while the most upregulated were *mt-ATP6*,* mt-ATP8*,* and mt-CO3* (FC > 7.78, *p* < 1.36 × 10^−12^). Gene ontology (GO) enrichment analyses revealed that mRNAs upregulated at 48 h in the PMI were primarily associated with vascular and endothelial processes, including nitric oxide transport and angiogenesis. Conversely, downregulated mRNAs were linked to mitochondrial activity and cellular metabolism, reflecting both a transient vascular response and metabolic pathway shutdown in the rat skeletal muscle.

**Conclusion:**

Our results demonstrate significant transcriptomic changes at 48 h postmortem, highlighting specific genes and biological pathways that may serve as candidate biomarkers for PMI estimation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11033-025-11151-5.

## Introduction

The postmortem interval (PMI) is defined as the time elapsed between an individual’s death and the examination of the body, and is a critical parameter in forensic investigations [1]. During the early PMI (3–72 h after death), several morphological changes occur, including a drop in body temperature (*algor mortis*, AM), the onset of cadaveric rigidity (*rigor mortis*, RM), and the appearance of postmortem lividity (*livor mortis*, LM) due to blood pooling [1, 2]. Although these physical signs are traditionally used to estimate the time of death, their reliability is often compromised by external factors such as ambient temperature, humidity, and the individual’s physiological condition at the time of death [3, 4]. Consequently, identifying more precise molecular biomarkers for PMI estimation has become a priority.

This need is further underscored by the fact that as decomposition progresses, endogenous processes such as autolysis and putrefaction become dominant, and visual assessment becomes increasingly subjective and imprecise, especially beyond the early PMI window [5].

In 2007, Bauer underscored the significant potential of RNA-based methods to address key forensic challenges [6]. These include the identification of body fluids, estimation of wound age, assessment of biological stain age, elucidation of cause of death, and notably, the estimation of PMI [6]. Since then, extensive research has explored the use of RNA as a molecular marker in this context. RNA degradation has been widely investigated as a molecular marker for PMI estimation, particularly during the early stages (≤ 48 h). Most studies focus on a limited number of mRNAs and time points, often using RT-qPCR. While informative, this targeted approach constrains broader insights into postmortem molecular dynamics [7, 8]. As highlighted by Mroz et al. (2025), more comprehensive strategies are needed to improve accuracy in PMI estimation [9]. Transcriptome-wide analysis from 48 h PMI onward addresses this gap by offering a comprehensive overview of postmortem mRNA dynamics.

Modern molecular approaches have increasingly focused on the time-dependent degradation of biomarkers—particularly RNA—for more accurate PMI predictions. RNA is especially attractive due to its rapid degradation and its close temporal association with postmortem changes [10]. Unlike DNA and proteins, RNA is highly vulnerable to degradation by endogenous ribonucleases, bacterial activity, and environmental conditions, making it a promising candidate for PMI estimation. Advances in transcriptomics have further positioned RNA analysis as a pivotal area of forensic research [11]. Comprehensive transcriptome profiling studies have shown that RNA integrity is affected by various factors and that high-throughput sequencing technologies can be used to identify robust PMI biomarkers [12, 13].

It is well established that certain mRNAs can be detected at multiple postmortem intervals [14–19], and that changes in gene expression occur across species, including humans [20, 21]. These postmortem mRNA expression changes are thought to reflect biological processes involved in decomposition, such as apoptosis, autolysis, and immune responses [13, 22, 23]. Measuring degraded RNA transcripts can therefore provide insights into postmortem dynamics and support the development of mathematical models to improve PMI estimation [11].

Our research group has made important contributions to this field, including a comprehensive analysis of the miRNome in rat skeletal muscle during the early postmortem period. We identified a group of dysregulated miRNAs that strongly correlate with time since death [24]. We demonstrated that miR-381-3p and miR-23b-3p exhibit distinctive expression patterns in early PMI, supporting their potential as reliable biomarkers [25].

Building on these findings, the present study aims to further investigate molecular changes occurring after death. To gain a deeper understanding of transcriptomic alterations at 48 h postmortem, we will perform a global transcriptome analysis in rat skeletal muscle. This approach expands upon our previous work with miRNAs and will allow us to identify novel biomarkers for PMI estimation by examining gene expression changes on a genome-wide scale. Ultimately, this research seeks to contribute to the development of reliable molecular tools for accurate postmortem interval determination.

## Methods

### PMI rat model

A total of 10 adult male Wistar rats weighing less than 200 g were selected for this study, using a previously established PMI model in our laboratory [25]. The animals were divided into two groups: 0 h PMI (control, *n* = 5) and 48 h (*n* = 5) PMI. All animals were euthanized by cervical dislocation. The 48-hour PMI group was placed in a Binder KBW 240™ climatic chamber at a constant temperature of 25 °C for 48 h. After this period, both internal and external morphological changes were assessed in both groups.

A cephalocaudal physical examination was conducted to evaluate the presence or absence of typical early postmortem signs [26, 27], including AMLM, RM in the upper body (RMU), RM in the lower body (RML), drying (DR), generalized edema (ED), hair loss (HL), abdominal green discoloration (AGD), and abdominal distension (AD). Additionally, necropsy was performed to evaluate brain liquefaction (BL), brain edema (BE), liver discoloration (DL), loss of liver consistency (LLC), muscle livor mortis (MML), bowel swelling (BS), ascites (AS), and loss of muscle consistency (LMC).

Skeletal muscle samples (~ 200 mg) from the femoral region were collected and stored at − 80 °C until further analysis. Immediately after euthanasia, control group samples were similarly collected and stored. Both groups underwent complete postmortem physical examination.

### RNA extraction

Total RNA was extracted from skeletal muscle tissue using glass bead homogenization and Trizol™ Reagent. Briefly, 50–100 mg of frozen tissue was placed in a 2 mL tube containing 2 mm glass beads (ZR BashingBead™ Lysis Tubes, Zymo Research) and 1 mL of Trizol™. After homogenization, 200 µL of chloroform was added, the mixture vortexed, and centrifuged at 12,000 × g for 15 min at 4 °C. RNA was then purified according to the manufacturer’s protocol. RNA quantity was measured with a NanoDrop™ 2000 UV spectrophotometer (Thermo Scientific), and its integrity was qualitatively assessed by agarose gel electrophoresis following standard protocols [25]. RNA quality was confirmed in the control group (0 h) by the presence of distinct 28 S and 18 S rRNA bands. This assessment was omitted at 48 h of PMI due to significant expected degradation, which makes ribosomal banding an unreliable integrity indicator. For RNA yield and spectrophotometric absorbance ratios, see Table S5.

### Transcriptome analysis

Global gene expression profiling was performed using Clariom™ S arrays (Applied Biosystems). For hybridization, 10 ng of total RNA was amplified and biotin-labeled using the GeneChip™ 3′ IVT Pico Kit (Thermo Fisher Scientific). The resulting sense-strand cDNA targets were hybridized to Clariom™ S arrays at 45 °C for 16 h in a GeneChip™ Hybridization Oven 645 (Affymetrix). Arrays were then washed, stained, and scanned using the GeneChip™ Fluidics Station 450 and Scanner 3000 (Affymetrix).

Raw data were acquired with the GeneChip Command Console Software v4.0 and processed using the Robust Multi-array Average (RMA) algorithm in Transcriptome Analysis Console (TAC) Software v4.0.3.14. Differential expression analysis was performed using ANOVA with a threshold of fold change (FC) ≤ − 2 or ≥ 2 and *p* < 0.05. Data from this study are available in NCBI’s Gene Expression Omnibus under accession number GSE297166 (reviewer token: **ojgxyigwpzittqn**).

### Validation of mRNA expression by qRT-PCR

To validate microarray results, qRT-PCR was performed on independent samples in the same rats. Complementary DNA (cDNA) was synthesized from 500 ng of purified RNA using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific).

PCR was first performed with GoTaq^®^ Green Master Mix (Promega) to determine optimal annealing temperatures (60 °C, 62 °C, and 64 °C), based on each primer’s Tm. Amplification products were resolved on 1.5% agarose gels.

Quantitative PCR was then conducted using SYBR™ Select Master Mix (Thermo Fisher Scientific) and gene-specific primers (see Table 1), on a LightCycler^®^ 480 II system (Roche). Cycling conditions were: 50 °C for 2 min (UDG activation), 95 °C for 2 min (polymerase activation), followed by 40 cycles of 95 °C for 15 s and 60 °C for 60 s. Relative mRNA levels were calculated using the ΔΔCt method, with GAPDH as the endogenous reference. GAPDH Ct values were stable across all samples.

**Table 1:** Sequences of primers for the amplification of selected genes evaluated by RT-PCR

Gene	Primer sequence (5′→3′)		Target size (bp)
	Sense	Antisense	
*Myh1*	AGTTGCATCCCTAAAGGCAG	TTCTGAGCCTCGATTCGCTC	142
*Mlf1*	TTTGGGAGGTTTGGCGGAAT	CCATTGAAAGCTGGCCAAAGT	121
*Adck3*	TTGGAA AGGTGCAGGGTCAG	CCCAGGGATGAAGACAGTGG	163
*Hbaa1*	AAGCAATCATGGTGCTCTCTG	GAAGACAATGAACAACCTCCC TA	119
*Ablim3*	CGAACTCGCTTAGAGCGCC	GGACTAGACTGTGTGTCAGGA	204
*Aqp1*	CACCTGCTGGCCATTGACTA	ATGCGGTCTGTAAAGTCGCT	188
*Gapdh* ^*a*^	GGGTGTGAACCACGAGAA ATA	CCCACTGTCGGTAAATGCTT	104

^a^Housekeeping gene transcript used as the normalization control for RT-PCR

### Biological processes of differentially expressed mRNAs

To identify biological processes associated with up- and downregulated genes, an Over-Representation Analysis (ORA) was conducted using WebGestalt (http://www.webgestalt.org/). Biological processes with a false discovery rate (FDR) ≤ 0.05 were considered significant.

### KEGG pathway enrichment analysis

Functional pathway enrichment was performed using DAVID (https://david.ncifcrf.gov/). Up- and downregulated mRNAs were submitted for KEGG pathway analysis. Pathways with *p* < 0.05 and FDR < 0.05 were considered significantly enriched.

### Ethics approval

All procedures were reviewed and approved by the local ethics and scientific committee, and by the Committee for the Care and Use of Laboratory Animals (CICUAL) of the Faculty of Medicine, National Autonomous University of Mexico (UNAM), under approval numbers 031–2024 and 005-CIC-2024. The study was conducted in strict accordance with national (NOM-062-ZOO-1999) and international guidelines for laboratory animal care and use.

## Results

### Morphological changes observed in rats at 48 h postmortem interval

The macroscopic changes observed at 48 of postmortem interval corresponded to the final phase of the early postmortem interval. In this stage the *livor mortis* or hypostasis was predominantly observed in the supine position on the plantar surfaces of the hind feet, specifically in areas devoid of hair (Figure S1, panels a and c). At this time, complete resolution of RM was observed in four rats and partial resolution in one (Figure S1, panel b). In the skin, loss of rigidity in the arrector pili muscles resulted in hair detachment with light friction over the abdominal surface (Figure S2, panels b and c).

Regarding putrefactive changes, a greenish discoloration of the abdominal wall was noted, especially pronounced in the right iliac fossa, where the cecum is located relatively close to the surface (Figure S2, panel a). As decomposition progressed, the greenish hue expanded throughout the abdomen, accompanied by AD due to gas accumulation produced by putrefactive bacteria, resulting in abdominal emphysema. This increase in intra-abdominal pressure led to distension of the intestinal loops in all specimens and caused protrusion of the eyeballs, tongue, and testes. A distinct greenish discoloration of the gonads was noted in four of the animals (Figure S3). At the cerebral level, a grayish coloration with partial loss of encephalic structure was observed, indicative of the liquefactive phase of decomposition. In the abdominal cavity, the liver exhibited heterogeneous dark brown discoloration, with no significant changes in consistency. These findings are consistent with previous reports in other mammalian models, including swine and human cadavers, where similar signs of livor mortis, abdominal distension, ocular collapse, and organ discoloration have been documented within the early PMI [2, 28].

### Transcriptomic analysis of rat skeletal muscle at 48 h of postmortem interval

The rat skeletal muscle transcriptome was analyzed at 48 h postmortem using the Clariom™ S array (Applied Biosystems). 

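Femoral skeletal muscle was taken from 5 male Wistar rats, a laboratory strain, at 0 h of PMI and from 5 rats kept for 48 h at 25 °C after death, and the RNA of each rat was hybridized to its own Clariom S Rat array. The array measures a gene by a probe set, a group of short oligonucleotides whose signals are combined into a single value. The authors amplified and biotin-labeled the RNA with the 3′ IVT Pico kit and made the deposited values with RMA, which corrects the background, gives the probes of the arrays a common distribution of values and then summarises each probe set on the log2 scale, so the summarised values need not share a distribution. The paper states that ribosomal RNA bands were seen at 0 h and that integrity was not assessed at 48 h. The RNA yield in the paper's Table S5 was 296 ± 102 ng/µl (SD, n = 5) at 0 h and 172 ± 38.6 ng/µl (SD, n = 5) at 48 h (two-sided exact permutation test, p = 0.00794, the smallest p that 5 rats against 5 allow). The array medians lay between 5.17 and 5.21 (log2) in both groups. The 99th percentile of an array's values was 10.69 ± 0.032 (SD, n = 5) at 0 h and 9.95 ± 0.079 (SD, n = 5) at 48 h, and the first quartile was 3.98 ± 0.019 and 4.22 ± 0.033, so values at 48 h covered a narrower range. The median of the 23 background probe sets, which match no rat transcript, was 3.10 ± 0.045 at 0 h and 3.69 ± 0.12 at 48 h (log2; SD, n = 5 each). The area under the curve that separates the platform's positive from its negative control probe sets, where 1 is complete separation, was 0.905 ± 0.00915 at 0 h and 0.806 ± 0.0189 at 48 h (SD, n = 5 each). Over all probe sets, Pearson's correlation was 0.978 to 0.988 between rats at 0 h, 0.901 to 0.940 between rats at 48 h and 0.832 to 0.887 between rats of different groups, and no arrays held identical values. The median SD of a probe set between rats was 0.19 at 0 h and 0.37 at 48 h (log2). From these values, 48 h was compared with 0 h by limma over 23188 probe sets, leaving out 1646 control probe sets. In what follows, a gene rose or fell when its fold change was at least 2 with a Benjamini-Hochberg adjusted p under 0.05 over all probe sets. The number of arrays limits the precision of each value.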

Expression profiles were compared with those of the control group (0 h PMI) to identify differentially expressed genes. Out of the 23,188 genes explored in the microarray, 3,873 (16.7%) met the established criteria for differential expression (Fold Change ≤ −2 or ≥ 2, and p-value ≤ 0.05). Among these, 1,086 genes (28.04%) were upregulated, while 2,787 genes (71.96%) were downregulated at 48 h *postmortem* (Fig. 1; Supplementary Tables S1 and S2).

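Genes of contraction and of energy metabolism were among the largest falls at 48 h, and some haemoglobin, mitochondrially encoded and endothelial genes were among the larger rises. Of 46 gene lists fixed before the data were examined, 18 lay lower and 17 higher at 48 h than the other genes on the array (camera with an inter-gene correlation of 0.01, adjusted p under 0.05), of which 8 and 4 held with an estimated correlation. That estimate gave the highest adjusted p of all alternatives for 27 of these 35 lists. When the 10 arrays were split otherwise into 5 and 5, camera with the correlation of 0.01 shifted a median of 18 lists and at most 33. Of the 23188 probe sets, 3824 (16.5%) had a fold change of at least 2 and an unadjusted p under 0.05 from limma. Of these, 1009 (26.4%) were higher and 2815 (73.6%) were lower at 48 h, which is 2.79 lower for each higher. With the adjusted p, 1009 were higher and 2811 lower. Every probe set that met the fold criterion also met the p criterion, so that the fold criterion alone sets the number. In 3595 (94.0%) of those called, all rats at 48 h lay on the same side of all rats at 0 h, against 31.1% of all probe sets tested and 0.794% by chance. A gene symbol was given for 579 of the higher and 2170 of the lower probe sets. RMA sets arrays relative to each other, so the direction of a change can depend on the scaling. The median log2 change of all genes was 0.05 as deposited, −0.02 after cyclic loess and −0.43 with each array centred on its olfactory receptor genes. That family was taken as mostly silent in muscle, which was not tested. Cyclic loess gave 1307 higher and 2052 lower probe sets (61.1% lower), and centring on olfactory receptors gave 194 and 5152 (96.4%). That centring lowers all genes of an array alike, so its counts follow largely from the rise of these receptors. The 8 bacterial control probe sets, whose RNA does not come from the rat, were higher in mean at 48 h, by 0.33 to 2.67. Centring the arrays on a control, a choice made after seeing the data, lowers all genes alike by the rise of that control, so the falls remain and rises smaller than that shift turn.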

**Fig. 1:**
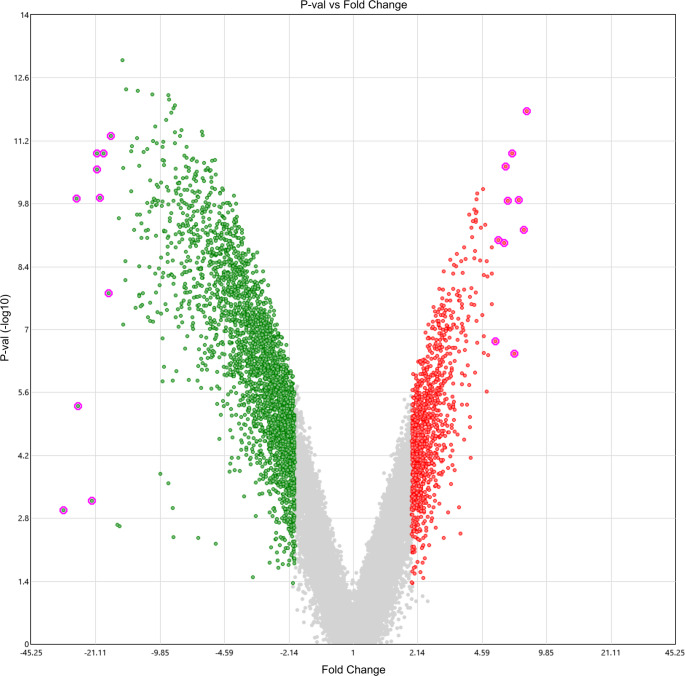
Volcano plot of mRNA expression at 48 h of PMI. The plot displays microarray results for 23,188 rat mRNAs, with −log10(p-value) plotted against log2(fold change). Using stringent thresholds (|fold change| ≥ 2 and *p* ≤ 0.05), we identified 3,873 differentially expressed genes (16.7% of total). Among these, 2,787 genes (71.96%) were downregulated (green) and 1,086 (28.04%) were upregulated (red). The most statistically significant upregulated and downregulated mRNAs are highlighted (see Methods for selection criteria)

The ten most significantly upregulated and downregulated mRNAs are listed in Table 2. 

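Among the largest falls were structural proteins of the sarcomere. Actn2, the Z-disc actin cross-linker alpha-actinin 2 (probe set TC1700002039.rn.2, chromosome 17 from 66304530 to 66397654 in the paper's tables, build rn6 in the submitters' processing notes), was 11.05 ± 0.46 (log2, SD, n = 5) at 0 h and 6.48 ± 0.67 (SD, n = 5) at 48 h. It fell by 4.56 with a standard error of 0.29 (adjusted p = 8.79e-09 from limma). Myot, which encodes the Z-disc protein myotilin, fell by 4.24 (standard error 0.31, adjusted p = 2.51e-08), and Myom1, a protein of the M-band on chromosome 9 from 119353840 to 119469196, fell by 4.18 (standard error 0.25, adjusted p = 6.41e-09). Csrp3, the muscle LIM protein on chromosome 1 from 104147200 to 104166381, fell by 4.20 (standard error 0.42, adjusted p = 5.46e-07). Ckmt2, the mitochondrial creatine kinase of striated muscle, fell by 4.19, Smpx by 3.96, Itgb1bp2 by 3.82 and Ppp1r27 by 3.79, each with all rats at 48 h below all rats at 0 h. The largest rises were smaller. The probe set that Table S1 names Gabra4, a subunit of the GABA type A receptor, on chromosome 14 from 39214778 to 39221083, was 4.65 ± 0.25 (log2, SD, n = 5) at 0 h and 7.28 ± 0.22 (SD, n = 5) at 48 h, a change of 2.64 (standard error 0.17, adjusted p = 1.19e-08). It has no symbol in the probe table, and the probe set that carries the symbol Gabra4 there changed by 0.46 (standard error 0.25, adjusted p = 0.151). The locus LOC289647 changed by 2.45 (adjusted p = 6.04e-06) and the probe set of RGD1566264 and LOC102554992 by 2.80 (adjusted p = 8.79e-09). The probe set that Table S1 names Zfp101 (TC0700002260.rn.2, current symbol RGD1560314) changed by 2.22 (standard error 0.26, adjusted p = 3.60e-06). Slc26a10 changed by 2.20 and the endothelial receptor gene Adgrf5 by 2.10. Of the 73 named probe sets that were higher, 73 stayed above 0 after cyclic loess, and the 99 named as lower stayed below 0. Centring on bacterial controls was chosen after seeing the data. Of the 73, 20 stayed above 0 with the mean of the Bacillus controls and 14 with the bioB control.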

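Slow-fibre contractile genes fell in 10 of 11 measured, and none rose (10 adjusted over the list alone). Their median change was −2.53 (log2; camera adjusted p = 0.00334, and 0.376 with an estimated correlation). Fast-fibre contractile genes fell in 7 of 13 and none rose (7 adjusted over the list alone; median −1.28, adjusted p = 0.000228, and 0.2496 with an estimated correlation), and genes of the Z-disc and M-band fell in 21 of 24 and none rose (21 adjusted over the list alone; median −3.13, adjusted p = 2.1e-16, and 0.0604 with an estimated correlation). Cyclic loess ended the call of the fast-fibre list (adjusted p = 0.115, within 8.67e-05 to 0.2496 over its settings), and centring on olfactory receptors or leaving out probe sets below the median level ended that of the slow-fibre list (adjusted p = 0.0594 and 0.117, all below the 0.376 above).
Tnnt1, the slow skeletal troponin T (chromosome 1, 72889270 to 72899629), was 9.33 ± 2.89 (log2, SD, n = 5) at 0 h and 5.63 ± 0.87 (SD, n = 5) at 48 h, so the groups overlapped. It fell by 3.70 with a standard error of 0.94 (adjusted p = 0.00421 from limma). Myh7, the slow myosin heavy chain (chromosome 15, 33626204 to 33657718), was 7.54 ± 2.82 at 0 h and 3.85 ± 0.36 at 48 h (SD, n = 5 each) and fell by 3.69 (standard error 0.88, adjusted p = 0.00283), again with overlapping groups. Tnni1, the slow troponin I, fell by 2.98 (standard error 0.84, adjusted p = 0.00822), and Ankrd2 fell by 3.13 (standard error 0.68, adjusted p = 0.00138). With the moderation left out the adjusted p was 0.0605 for Tnnt1, 0.0506 for Myh7 and 0.0814 for Tnni1, the highest of the alternatives, with the lowest at 0.000127, 0.000112 and 0.000305. Trend with robust moderation also ended the call of Tnni1 (adjusted p = 0.0680). Without 0 h rat 1 these falls were −4.64 for Tnnt1, −4.56 for Myh7, −3.79 for Tnni1 and −3.84 for Ankrd2. Without 0 h rat 3 Tnnt1 and Myh7 were at −4.29 and −4.33, and without 0 h rat 5 Tnnt1, Myh7, Tnni1 and Ankrd2 were at −3.02, −2.99, −2.37 and −2.52.
Myh2, the fast type IIa myosin heavy chain (chromosome 10, 53711895 to 53738164), was 10.84 ± 1.79 at 0 h and 6.84 ± 0.74 at 48 h (SD, n = 5 each) and fell by 4.00 (standard error 0.61, adjusted p = 5.22e-05; −4.79 without 0 h rat 1). The fast-fibre genes Myoz1 and Tnni2 fell by 1.95 (adjusted p = 5.28e-06) and 1.77 (adjusted p = 7.63e-06). The median of the slow-fibre genes in the rats at 0 h was 5.56, 10.07, 6.95, 9.73 and 10.80 (log2), a range of 5.24, while that of the fast-fibre genes ranged over 0.262 and that of the Z-disc genes over 0.447. Genes of excitation-contraction coupling, the step from membrane signal to calcium release, fell in 7 of 19, and none rose (7 adjusted over the list alone). The kinase Mylk2 fell by 3.59, Stac3 by 3.29, the calcium channel subunit Cacnb1 by 3.24 and junctophilin Jph1 by 3.07. The list's median was −0.31 (adjusted p = 0.0286, 0.376 with an estimated correlation, and 0.0135 to 0.973 over the settings), and the call ended without 48 h rat 5 (adjusted p = 0.0908).

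**Figure D1:**
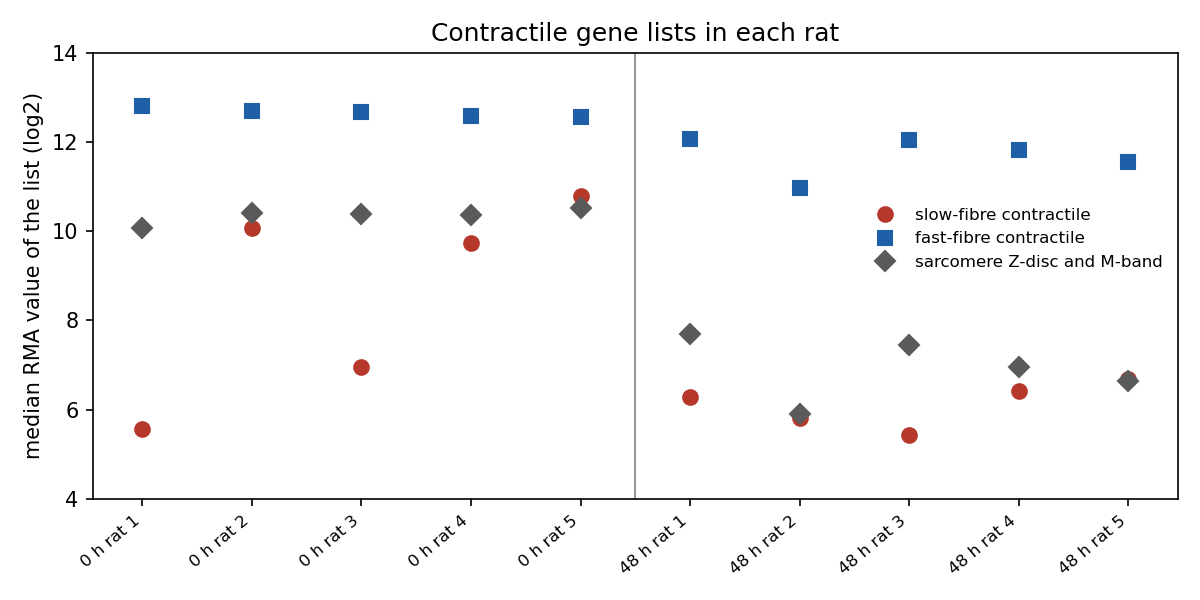
Median RMA value (log2) of the slow-fibre, fast-fibre and Z-disc and M-band gene lists in each of the 10 rats, with rats at 0 h on the left and at 48 h on the right. At 0 h the slow-fibre medians run from 5.56 to 10.80, and the fast-fibre medians from 12.56 to 12.82.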

Respect to the downregulated genes, we found genes associated with muscle function as Tnnt1, Adck3, Myh2, and Myh7. 

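All 10 probe sets on the mitochondrial chromosome rose at 48 h, with changes of 1.24 to 2.87 (log2) and a median of 1.62. The probe set shared by ATP6, ATP8 and COX3, subunits of ATP synthase and of cytochrome c oxidase (TC0M00000015.rn.2, chromosome M from 7758 to 9382), was 7.77 ± 0.20 (SD, n = 5) at 0 h and 10.64 ± 0.12 (SD, n = 5) at 48 h. Its change was 2.87 with a standard error of 0.16 (adjusted p = 3.46e-09 from limma), or 7.31-fold. COX2, on chromosome M from 7006 to 7689, changed by 2.05 (standard error 0.16, adjusted p = 3.74e-08), and ND3 and CYTB, subunits of complex I and of complex III, each changed by 2.07. ND1 changed by 1.45, ND2 by 1.59 and ND6 by 1.65, and the remaining 3 probe sets have no symbol in the rows used here. The names come from Table S1, of which 261 rows were used here, since the platform's probe table pairs none of these probe sets with a symbol. The direction depended on the scaling: the median of the 10 probe sets was 2.31 after cyclic loess and 1.14 with arrays centred on olfactory receptors, and with arrays centred on a single bacterial control, chosen after seeing the data, it ran from −1.04 to 1.29 and stayed above 0 for 3 of 8 controls. It was −0.45 when centred on the mean of the Bacillus controls and 0.34 on that of the E. coli and P1 controls. The 3 single controls that kept it above 0 were those with the smallest changes. These were the Bacillus control lys (3.68 at 0 h and 4.49 at 48 h), bioD (12.31 and 13.20) and cre (13.35 and 13.68). Whether a limit of the signal range made their changes small was not tested.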

Interestingly, the most upregulated genes corresponded mainly to the mitochondrial genes as *MT-ATP6*,* MT-ATP8*, and *MT-COX3*. Moreover, there was also upregulation of *Hba-a1* and *Hba-b1* genes. It is important to highlight that the fold-change difference between the most downregulated gene and the most upregulated gene was 5.7-fold.

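Haemoglobin genes, which red blood cell precursors express, were higher at 48 h in each of 6 probe sets, by 1.54 to 2.72 (log2) with a median of 2.27; with arrays centred on a single bacterial control, chosen after seeing the data, the median stayed above 0 for 6 of 8 controls (−0.39 to 1.95). The probe set named Hba-a1 in the paper (TC1000004399.rn.2, chromosome 10 from 15577161 to 15578008) now has the symbol Hba-a3. The current Hba-a1 (TC1000004401.rn.2) was 11.52 ± 0.35 (SD, n = 5) at 0 h and 13.06 ± 0.083 (SD, n = 5) at 48 h, a rise of 1.54 (standard error 0.18, adjusted p = 2.74e-06 from limma). For beta-globin, Hbb-b1 (TSUnmapped00000112.rn.2) was 9.31 ± 0.36 at 0 h and 11.75 ± 0.32 at 48 h (SD, n = 5 each), a rise of 2.45 (standard error 0.20, adjusted p = 8.29e-08). Hbb-bs, LOC689064 in the paper, rose by 2.56 (adjusted p = 2.69e-08). Hbb and Hbbl1 on chromosome 1 each rose by 2.10, and an unplaced probe set that names both Hbb-b1 and LOC689064 changed by 2.71. These genes are near-identical copies, so probes may be shared among them. Of 14 erythroid genes, 7 rose and 1 fell (7 and 1 adjusted over the list alone; median 0.86, camera adjusted p = 0.000522, and 0.0853 with an estimated correlation). Alas2, the first enzyme of haem synthesis in red cell precursors, rose by 2.38 (standard error 0.22, adjusted p = 2.71e-07), while Bpgm, which makes bisphosphoglycerate in red cells, fell by 1.16 (adjusted p = 0.000112; −0.65 after cyclic loess, which ended that call).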

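The largest fall among the genes named here was that of Adck3, now Coq8a, at −25.4 in signed fold, and the largest rise was that of the probe set of ATP6, ATP8 and COX3. The ratio of these folds was 3.48. For Tnnt1 the fold between the group means was −13.0, computed as the difference of the mean log2 values of 5 rats per group. The fold between Tukey biweight averages, which give less weight to a rat far from its group's median and were chosen after seeing the data, was −30.9 for Tnnt1, where the sign marks a fall.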

**Table 2:** Top ten most Up- and Down-Regulated mRNAs after 48 h of the Post-Mortem interval

Gene Symbol	Description	Fold change (FC)	Affymetrix probe set ID	*p*-value	FDR *p*-value
*Downregulated*					
Tnnt1	Troponin T type 1 (skeletal, slow)	−30.95	TC0100000869.rn.2	1 × 10^−03^	4.2 × 10^−03^
Adck3	aarF domain containing kinase 3	−26.56	TC1300002059.rn.2	1.20 × 10^−10^	2.53 × 10^−08^
Myh2	Myosin, heavy chain 2, skeletal muscle, adult	−26.16	TC1000000862.rn.2	4.96 × 10^−06^	5.22 × 10^−05^
Myh7	Myosin, heavy chain 7, cardiac muscle, beta	−22.07	TC1500001690.rn.2	6 × 10^−04^	2.8 × 10^−03^
Mlf1	Myeloid leukemia factor 1	−20.9	TC0200001344.rn.2	2.68 × 10^−11^	1.19 × 10^−08^
Actn2	Actinin alpha 2	−20.83	TC1700002039.rn.2	1.19 × 10^−11^	8.79 × 10^−09^
Myot	Myotilin	−20.13	TSUnmapped00000070.rn.2	1.17 × 10^−10^	2.51 × 10^−08^
Myh1	Myosin, heavy chain 1, skeletal muscle, adult	−19.2	TC1000004347.rn.2	1.20 × 10^−11^	8.79 × 10^−09^
Csrp3	Cysteine and glycine-rich protein 3 (cardiac LIM protein)	−18.15	TC0100005464.rn.2	1.54 × 10^−08^	5.46 × 10^−07^
Myom1	Myomesin 1	−17.64	TC0900001342.rn.2	4.90 × 10^−12^	6.41 × 10^−09^
*Upregulated*					
ATP6; ATP8; COX3	ATPase subunit 6; ATPase subunit 8; cytochrome c oxidase subunit 3	7.78	TC0700002260.rn.2	1.36 × 10^−12^	3.46 × 10^−09^
Hba-a1	Hemoglobin alpha, adult chain 1	7.51	TSUnmapped00000112.rn.2	5.96 × 10^−10^	6.03 × 10^−08^
Hbb-b1;	Hemoglobin, beta adult major chain	7.06	TCUn_AABR07024041v100000001.rn.2	1.29 × 10^−10^	2.63 × 10^−08^
LOC289647	SUMO specific peptidase 2, pseudogene 6	6.71	TC1400001719.rn.2	3.42 × 10^−07^	6.04 × 10^−06^
LOC102554992	Similar to 60 S ribosomal protein L29	6.58	TSUnmapped00000058.rn.2	1.21 × 10^−11^	8.79 × 10^−09^
LOC689064	Beta-globin	6.2	TC0700003996.rn.2	1.36 × 10^−10^	2.69 × 10^−08^
Gabra4	Gamma-aminobutyric acid type A receptor subunit alpha4	6.05	TC1400000593.rn.2	2.36 × 10^−11^	1.19 × 10^−08^
LOC689064	Hemoglobin, beta adult s chain	5.96	TCUn_AABR07024041v100000002.rn.2	1.20 × 10^−09^	9.18 × 10^−08^
Hbb-b1	hemoglobin, beta adult major chain	5.58	TC1000004399.rn.2	1.02 × 10^−09^	8.29 × 10^−08^
Zfp101	Zinc finger protein 101	7.78	TC0M00000015.rn.2	1.82 × 10^−07^	3.60 × 10^−06^

Hierarchical clustering analysis revealed at least four distinct gene clusters exhibiting significant shifts in expression. These clusters represented groups of genes transitioning from upregulated to downregulated states or vice versa, reflecting dynamic regulatory changes occurring during the *postmortem* interval. 

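Divided into 4 clusters by Euclidean distance and average linkage on the log2 values, the 3824 called probe sets formed groups of 750, 1825, 1199 and 50. The clusters differed in level as well as in direction. Their mean value was 4.25 at 0 h and 5.49 at 48 h in the cluster of 750, 6.99 and 5.40 in that of 1825, 8.83 and 7.60 in that of 1199, and 11.71 and 11.26 in that of 50. With each probe set first centred on its own mean, a choice made after seeing the data, 4 clusters held 1009, 2797, 9 and 9 probe sets.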

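Hierarchical clustering of the arrays on the 3824 called probe sets placed 10 of 10 arrays with their own group, 5 at 0 h and 5 at 48 h. The same held with complete linkage and with 1 minus Pearson's correlation as the distance. Because the called probe sets were selected for the difference between the groups, the arrays were also clustered on all 23188 probe sets, and 10 of 10 were again with their own group. The spread within groups differed between the muscle genes of Table 2. Mlf1 and Myom1 had SDs at 0 h of 0.14 and 0.29 and at 48 h of 0.75 and 0.60 (log2, n = 5 each), while Tnnt1 and Myh7 had SDs at 0 h of 2.89 and 2.82, against changes of −3.70 and −3.69, and their groups overlapped.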

Importantly, the expression patterns of the most significantly altered mRNAs distinctly separated the 48-hour PMI group from the control group, as shown in the dendrogram (Fig. 2). One cluster showed a pronounced upregulation at 48 h *postmortem*, while the remaining three were predominantly downregulated compared to controls. Collectively, these findings demonstrate that substantial transcriptomic alterations occur in rat skeletal muscle by 48 h postmortem, supporting the potential use of mRNA expression profiles as reliable molecular biomarkers for PMI estimation.

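The cluster of 750 held only probe sets that were higher at 48 h, and the cluster of 1825 only lower ones. The cluster of 1199 held 241 higher and 958 lower probe sets, and that of 50 held 18 higher and 32 lower. In 3 of the 4 clusters, more probe sets were therefore lower than higher. Divided into 5 clusters, the group of 1199 split into 958 lower and 241 higher probe sets. With each probe set centred on its own mean (chosen after seeing the data), the 1009 higher probe sets made a cluster of their own and the other 3 clusters held only lower ones.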

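Most genes of energy metabolism that fell by 48 h, and the haemoglobin and mitochondrially encoded genes that rose, lay apart from 0 h in every rat, while slow-fibre genes such as Tnnt1 overlapped. All rats at 48 h lay on the same side of all rats at 0 h for 94.0% of the called probe sets. Over the 46 gene lists, 557 members rose or fell. The count of called probe sets stayed between 3657 and 4001 when any rat was left out, and the share that was lower between 71.7% and 74.3%. These data hold a single later time point, so they do not order changes in time. RNA integrity at 48 h was not assessed, and arrays at 48 h spread more than at 0 h. From the number of changed mRNAs, the direction of the clusters and the separation of the groups in the dendrogram, the paper concludes that the transcriptome of rat muscle is substantially altered by 48 h and that mRNA profiles could serve as markers of the PMI.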

**Fig. 2:**
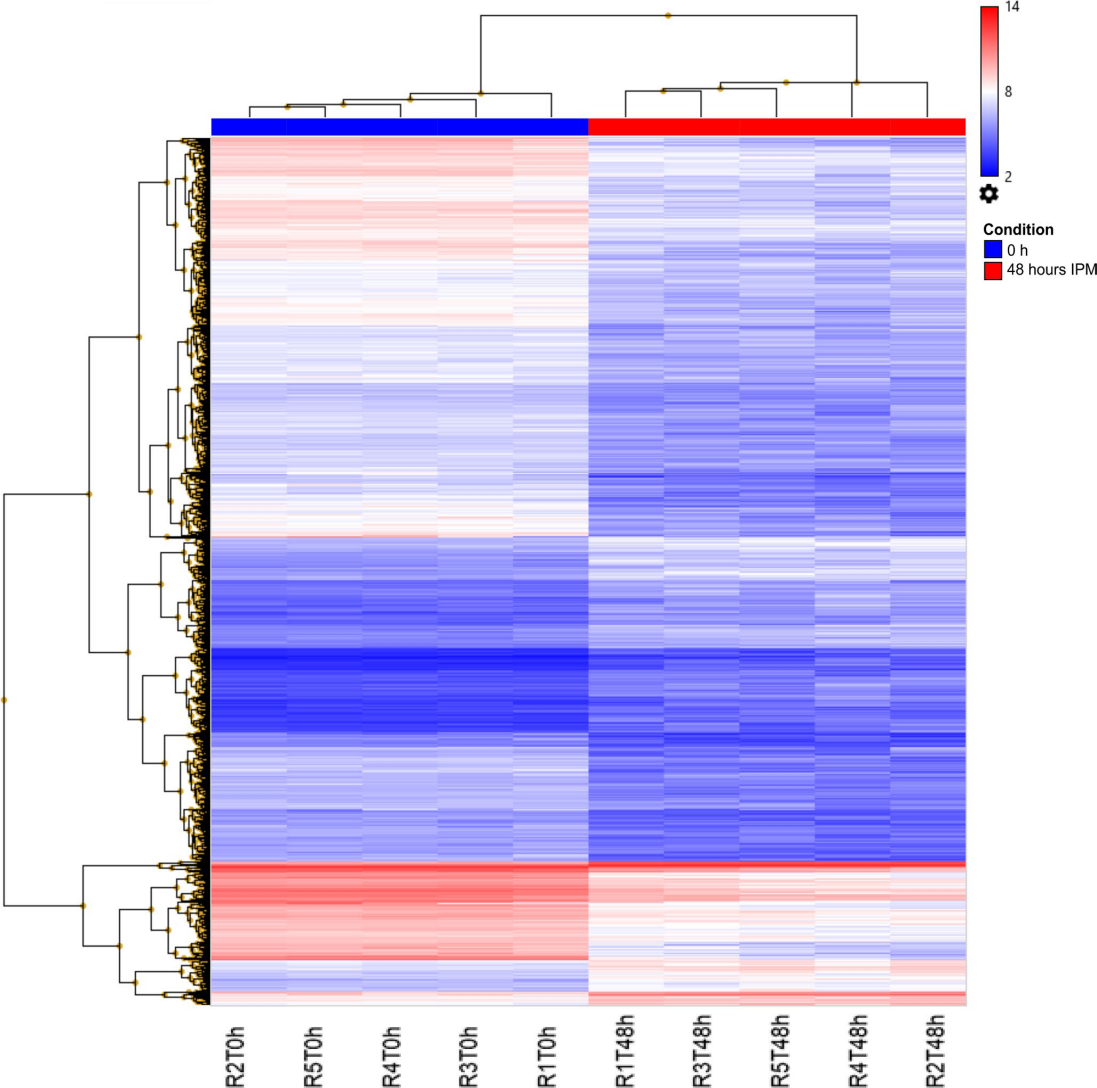
Hierarchical clustering dendrogram of 3873 differentially expressed mRNAs at 48 h of PMI. The dendrogram displays expression patterns of 3,873 significantly altered mRNAs (Fold change ≥ or ≤ 2, *p* ≤ 0.05) compared to control samples. Gene expression levels are color-coded, with red indicating upregulated mRNAs and blue representing downregulated mRNAs. Color intensity corresponds to the magnitude of fold change (darker hues represent more pronounced expression changes)

### Validation of microarray data by RT-qPCR

RT-qPCR was employed to validate microarray findings and assess differential expression estimates, as this method is widely recognized for confirming transcriptomic results identifying potential biases inherent to microarray-based quantification [29]. In line with standard validation practices, we selected protein-coding genes for RT-qPCR analysis among the most strongly dysregulated transcripts, prioritizing those with substantial fold changes and robust expression levels to ensure reliable amplification [30].

To validate the gene expression changes observed in the microarray analysis, six mRNAs were selected for confirmation using real-time quantitative PCR (RT-qPCR). The upregulated genes included *Hba-a1*,* Aqp1*, and *Ablim3*. 

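On the arrays, Hba-a1, Aqp1 and Ablim3 were higher in every rat at 48 h than in every rat at 0 h. Hba-a1 encodes the alpha chain of haemoglobin, and its probe set (now Hba-a3) was 8.87 ± 0.51 (log2, SD, n = 5) at 0 h and 11.59 ± 0.21 (SD, n = 5) at 48 h, a rise of 2.72 (standard error 0.22, adjusted p = 6.03e-08 from limma) or 6.58-fold. Aqp1, a water channel of red cells and capillary endothelium (chromosome 4 from 85551269 to 85563684), was 7.94 ± 0.35 at 0 h and 10.18 ± 0.38 at 48 h (SD, n = 5 each), a rise of 2.24 (standard error 0.21, adjusted p = 2.83e-07) or 4.73-fold. Ablim3, an actin-binding LIM protein (chromosome 18 from 57126533 to 57245947), was 7.72 ± 0.16 at 0 h and 9.95 ± 0.16 at 48 h (SD, n = 5 each), a rise of 2.23 (standard error 0.16, adjusted p = 2.03e-08) or 4.69-fold. For each gene the two-sided exact permutation test over every split gave p = 0.00794, the smallest it can give. Set against Gapdh on the same arrays, the differences were 3.76 for Hba-a1, 3.29 for Aqp1 and 3.27 for Ablim3, with the same exact p. These genes were chosen by the study from the same arrays, so their direction here is not independent evidence.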

Although Aqp1 and Ablim3 were not among the top-ten most significant genes, they ranked within the top 50 (see Supplemental Table S1). On the other hand, the downregulated genes *Adck3*,* Mlf1*, and *Myh1* were selected for RT-qPCR validation.

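Adck3, Mlf1 and Myh1 were lower in every rat at 48 h than in every rat at 0 h. Adck3, now Coq8a, encodes a mitochondrial kinase-like protein needed for coenzyme Q synthesis (chromosome 13 from 98451513 to 98480438). It was 9.82 ± 0.60 (log2, SD, n = 5) at 0 h and 5.15 ± 0.81 (SD, n = 5) at 48 h, and fell by 4.67 (standard error 0.34, adjusted p = 2.53e-08 from limma). Mlf1, myeloid leukemia factor 1 (chromosome 2 from 164549345 to 164582817), was 10.33 ± 0.14 at 0 h and 6.21 ± 0.75 at 48 h (SD, n = 5 each), and fell by 4.12 (standard error 0.27, adjusted p = 1.19e-08), or 17.4-fold. Myh1, the fast type IIx myosin heavy chain (chromosome 10 from 53740841 to 53764614), was 11.78 ± 0.15 at 0 h and 7.41 ± 0.75 at 48 h (SD, n = 5 each), and fell by 4.37 (standard error 0.27, adjusted p = 8.79e-09), or 20.7-fold. The exact permutation p was again the smallest possible for each. Gapdh, the endogenous reference of the RT-qPCR, was 12.97 ± 0.22 at 0 h and 11.92 ± 0.42 at 48 h on the arrays (SD, n = 5 each) and fell by 1.04 (standard error 0.20, adjusted p = 0.000509, with 6.87e-06 to 0.158 over the alternatives). That call ended after cyclic loess (−0.35), with array weights (−0.96), in a test against a fold of 1.5, without 0 h rat 1 (−0.96) and without 48 h rat 2 (−0.88). Relative to Gapdh, the differences were −3.62 for Adck3, −3.08 for Mlf1 and −3.33 for Myh1.

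**Figure D2:**
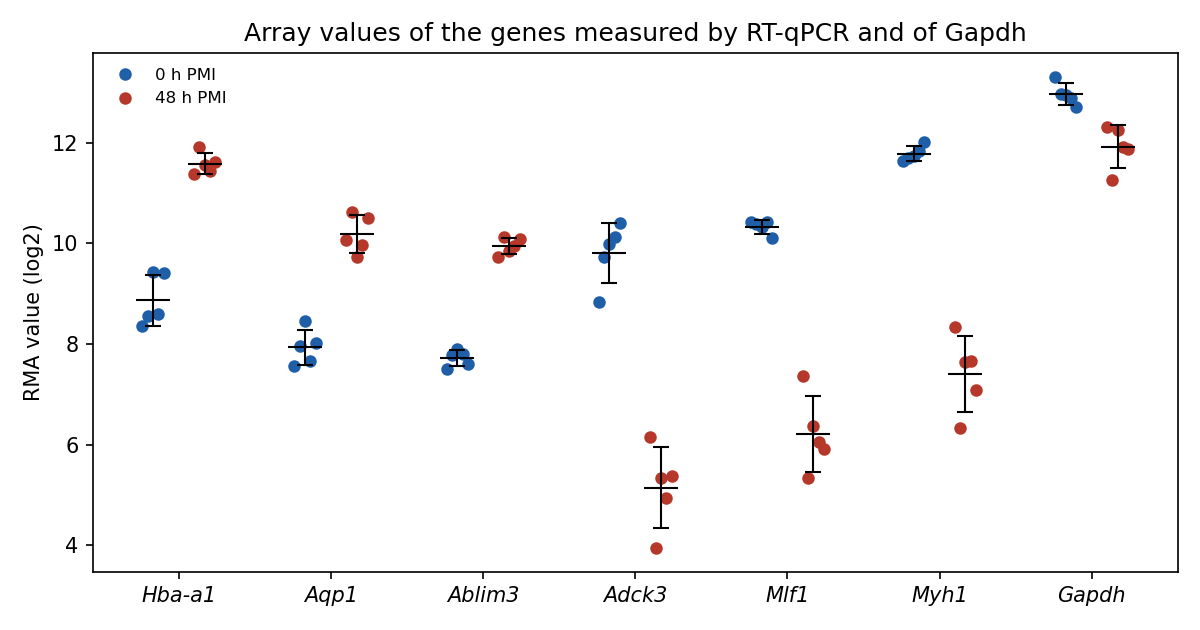
RMA values (log2) on the arrays of the 6 genes chosen for RT-qPCR and of Gapdh, with 1 point per rat, blue at 0 h and red at 48 h of PMI, and bars for the mean ± SD of 5 rats. For each gene, Gapdh included, the points of the groups do not overlap.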

The RT-qPCR results were consistent with the microarray findings, confirming the direction and significance of gene expression changes at 48 h postmortem. Among the upregulated genes, *Hba-a1* showed the highest fold change, with a fold change (FC) of 7.51 in the microarray and 114.28 in the RT-qPCR validation (*p =* 0.0079). Interestingly, while microarray analysis showed moderate upregulation of *Aqp1* (4.69-fold) and *Ablim3* (4.63-fold), RT-qPCR revealed substantially greater upregulation (24.40-fold for *Aqp1* and 47.62-fold for *Ablim3*; *p* = 0.0079 for both).

Downregulated genes showed consistent expression patterns between both platforms. RT-qPCR analysis confirmed significant downregulation of *Adck3* (4.65-fold decrease), *Mlf1* (1.79-fold decrease), and *Myh1* (15.57-fold decrease) (all *p* = 0.0079). While the absolute fold-change values differed between microarray and RT-qPCR analyses, the direction of regulation was concordant. These findings validate our microarray results and demonstrate significant transcriptomic remodeling in rat skeletal muscle at 48 h postmortem (Fig. 3).

**Fig. 3:**
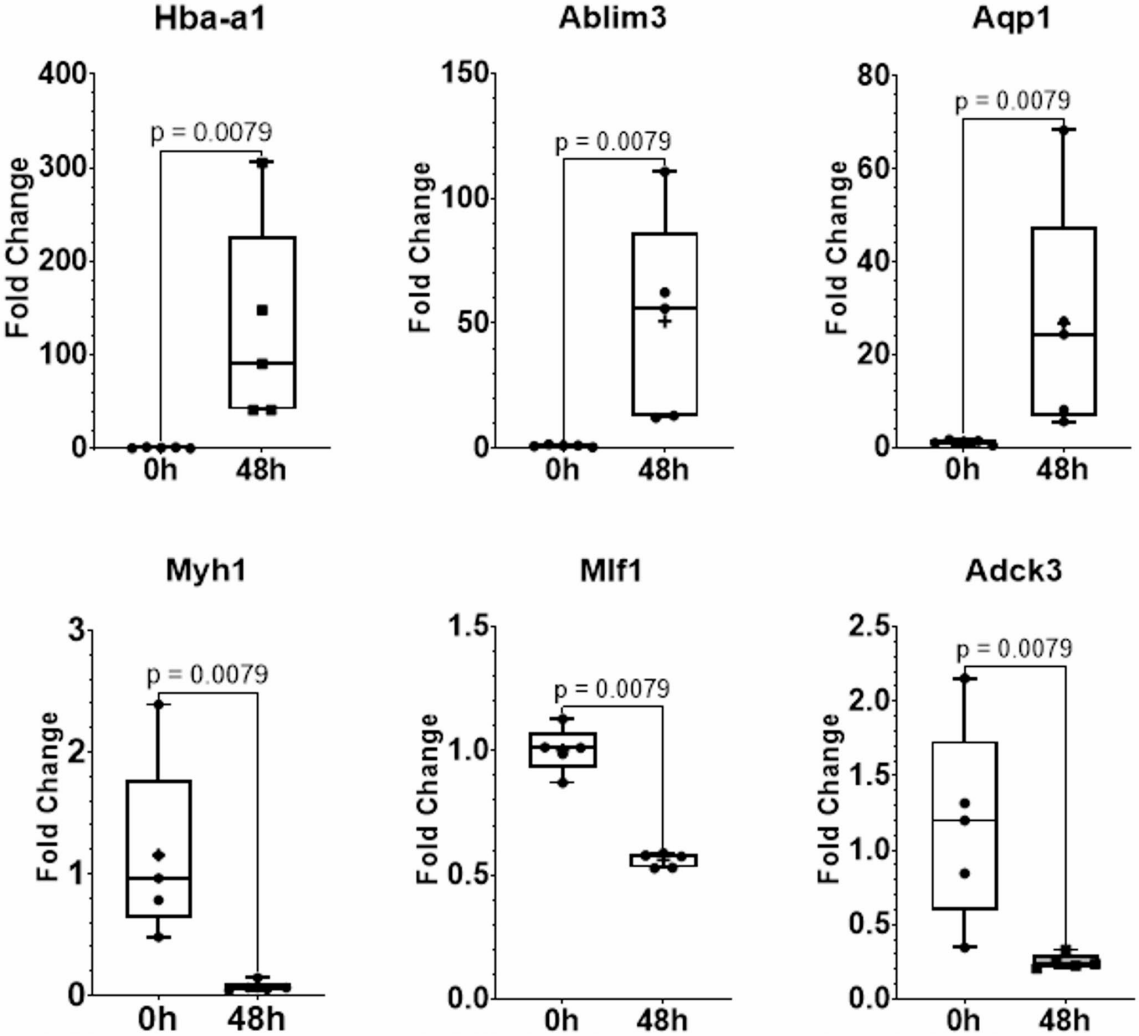
Validation of microarray expression data using RT-PCR. Based on microarray expression profiling, we selected three up-regulated genes (*Hba-a1*,* Ablim3*, and *Aqp1*) and three down-regulated genes (*Myh1*,* Mlf1*, and *Adck3*) for RT-qPCR validation. Gene-specific primers were designed and used to quantify transcript levels. Differential expression between 0-hour (control) and 48-hour postmortem intervals was assessed using the non-parametric Mann-Whitney U test (*p* < 0.05)

### Gene ontology enrichment analysis of biological processes for upregulated mRNAs at 48 h PMI

An over-representation analysis of GO biological processes was conducted using the 1,086 upregulated mRNAs identified in rat skeletal muscle at 48 h postmortem. Of the 854 submitted user IDs, 834 were successfully mapped to unique Entrez Gene IDs, while the remaining 20 could not be mapped and were excluded from the analysis. From the mapped IDs, 513 were annotated to the selected GO functional categories and included in the final enrichment analysis. The results, shown in Fig. 4 (panel a), revealed that the most significantly enriched biological processes (FDR ≤ 0.05) were primarily associated with vascular and endothelial functions. These included nitric oxide transport (GO:0030185), blood vessel endothelial cell migration (GO:0043534), endothelial cell migration (GO:0043542), angiogenesis (GO:0001525), blood vessel morphogenesis (GO:0048514), blood vessel development (GO:0001568), vasculature development (GO:0001944), and tube morphogenesis (GO:0035239). Additionally, terms such as ameboidal-type cell migration (GO:0001667) and locomotion (GO:0040011) were also significantly enriched, indicating the activation of cellular motility and vascular remodeling pathways during the early postmortem interval. These findings suggest that, despite the overall metabolic shutdown after death, there is a transient upregulation of genes related to vascular dynamics and endothelial responses in skeletal muscle. This may reflect a final adaptive or compensatory cellular reaction—perhaps an attempt at reorganization—prior to the irreversible collapse of function during the postmortem period.

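Endothelial cell markers rose in 16 of 29 measured and none fell (16 adjusted over the list alone). Their median change was 1.12 (log2), which is 1.07 above the median of all genes (camera adjusted p = 1.0e-09, and 0.148 with an estimated correlation). Emcn, the endothelial sialomucin endomucin (chromosome 2 from 242634296 to 242714326), was 7.53 ± 0.13 (SD, n = 5) at 0 h and 9.68 ± 0.30 (SD, n = 5) at 48 h, a rise of 2.15 (standard error 0.17, adjusted p = 5.67e-08 from limma). Flt1, a receptor for vascular endothelial growth factor, rose by 1.93 (standard error 0.21, adjusted p = 1.48e-06), and Podxl, podocalyxin of the endothelial surface, by 1.78 (standard error 0.19, adjusted p = 8.41e-07). Aqp1 belongs to this list too. With arrays centred on the mean of the Bacillus controls, chosen after seeing the data, the median of the endothelial list was −0.95. That of all genes was then −2.02. Markers of vascular smooth muscle and pericytes rose in 2 of 18 and none fell (2 adjusted over the list alone; median 0.38, or 0.33 above all genes; adjusted p = 0.00976, and 0.148 with an estimated correlation), with a median of −0.10 when arrays were centred on olfactory receptors. Mcam rose by 1.73 (standard error 0.16, adjusted p = 1.77e-07). Mylk, the smooth muscle myosin light chain kinase, rose by 1.06 (adjusted p = 6.91e-05), a call that ended with olfactory receptor centring (0.57), without 48 h rat 1 (0.99) and without 48 h rat 4 (0.97). In the same muscle samples, contractile and metabolic genes of the muscle fibre fell.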

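Angiogenesis genes rose in 19 of 39 measured and fell in 3 (19 and 3 adjusted over the list alone). The list's median was 0.96, or 0.91 above all genes (camera adjusted p = 0.000103, and 0.125 with an estimated correlation). Hey1, a transcription factor of Notch signalling (chromosome 2 from 95320277 to 95322701), was 7.23 ± 0.13 (log2, SD, n = 5) at 0 h and 9.40 ± 0.28 (SD, n = 5) at 48 h, a rise of 2.16 (standard error 0.17, adjusted p = 4.84e-08 from limma). Efnb2, the arterial ligand ephrin-B2, rose by 1.96 (standard error 0.16, adjusted p = 7.52e-08), and Ccn1 by 1.70 (standard error 0.26, adjusted p = 5.48e-05). Vegfa, the main growth factor for new vessels, fell by 1.69 (standard error 0.17, adjusted p = 6.58e-07), and the matrix protease Mmp2 fell by 1.59 (standard error 0.20, adjusted p = 8.06e-06). Flt1, Kdr, Tek, Tie1, Apln, Aplnr, S1pr1 and Robo4 are named in this list and in the endothelial list, so the rises of these lists are not separate evidence. Centred on the mean of the Bacillus controls, the median was −1.11 for angiogenesis and −1.20 for the nitric oxide genes that follow. Of 15 genes of nitric oxide transport and signalling, 7 rose and 1 fell (7 and 1 adjusted over the list alone; median 0.87, or 0.82 above all genes; adjusted p = 0.000103, and 0.100 with an estimated correlation). Those that rose include Aqp1 and haemoglobin genes, which carry gases, and Nos3, the endothelial nitric oxide synthase, with 6.26 ± 0.28 at 0 h and 7.83 ± 0.37 at 48 h (SD, n = 5 each; a rise of 1.58, standard error 0.20, adjusted p = 7.12e-06). Aqp1 and Nos3 are named in the endothelial list too, and the haemoglobin genes in the erythroid list. Mb, the muscle's myoglobin, fell by 2.66 (standard error 0.37, adjusted p = 1.91e-05), with overlapping groups.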

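Fibroblast markers fell in 8 of 15 and none rose (8 adjusted over the list alone; median −1.11, camera adjusted p = 0.000135, and 0.115 with an estimated correlation). The matrix genes Mfap5 and Lum fell by 2.40 (standard error 0.17, adjusted p = 2.16e-08) and 1.63 (standard error 0.19, adjusted p = 2.94e-06). Markers of satellite cells, the stem cells of muscle, neither rose nor fell in any of 11 (0 adjusted over the list alone; median −0.22, adjusted p = 0.442; Itga7 0.14 and Fgfr4 −0.23). Of 19 macrophage markers 2 fell and none rose (2 adjusted over the list alone; median −0.34, adjusted p = 0.132), namely Cybb and Csf1r, with changes of −1.15 and −1.09. Cyclic loess ended the call of Cybb (−0.93), as did a test against a fold of 1.5 for both genes and leaving out 0 h rat 2 for Csf1r (−0.99). Schwann cell markers rose in 3 of 12 and none fell (3 adjusted over the list alone; median 0.39, adjusted p = 0.00930, and 0.102 with an estimated correlation; −0.09 with olfactory receptor centring). Of these, the adhesion gene Cdh19 rose by 1.65 (standard error 0.32, adjusted p = 0.000474), and the myelin genes Mal and Pmp22 rose by 1.41 and 1.32, calls that ended with olfactory receptor centring (0.93 and 0.84). Immediate early genes, which cells switch on within minutes of a stimulus, rose in 4 of 25 and none fell (4 adjusted over the list alone; median 0.31, adjusted p = 0.0204, and 0.364 with an estimated correlation). That shift ended without 0 h rat 1 (adjusted p = 0.0683) and the median was −0.17 with olfactory receptor centring, which also ended the call of the transcription factor Egr1 (1.43 as deposited, standard error 0.24, adjusted p = 0.000121; 0.95 after that centring).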

**Fig. 4:**
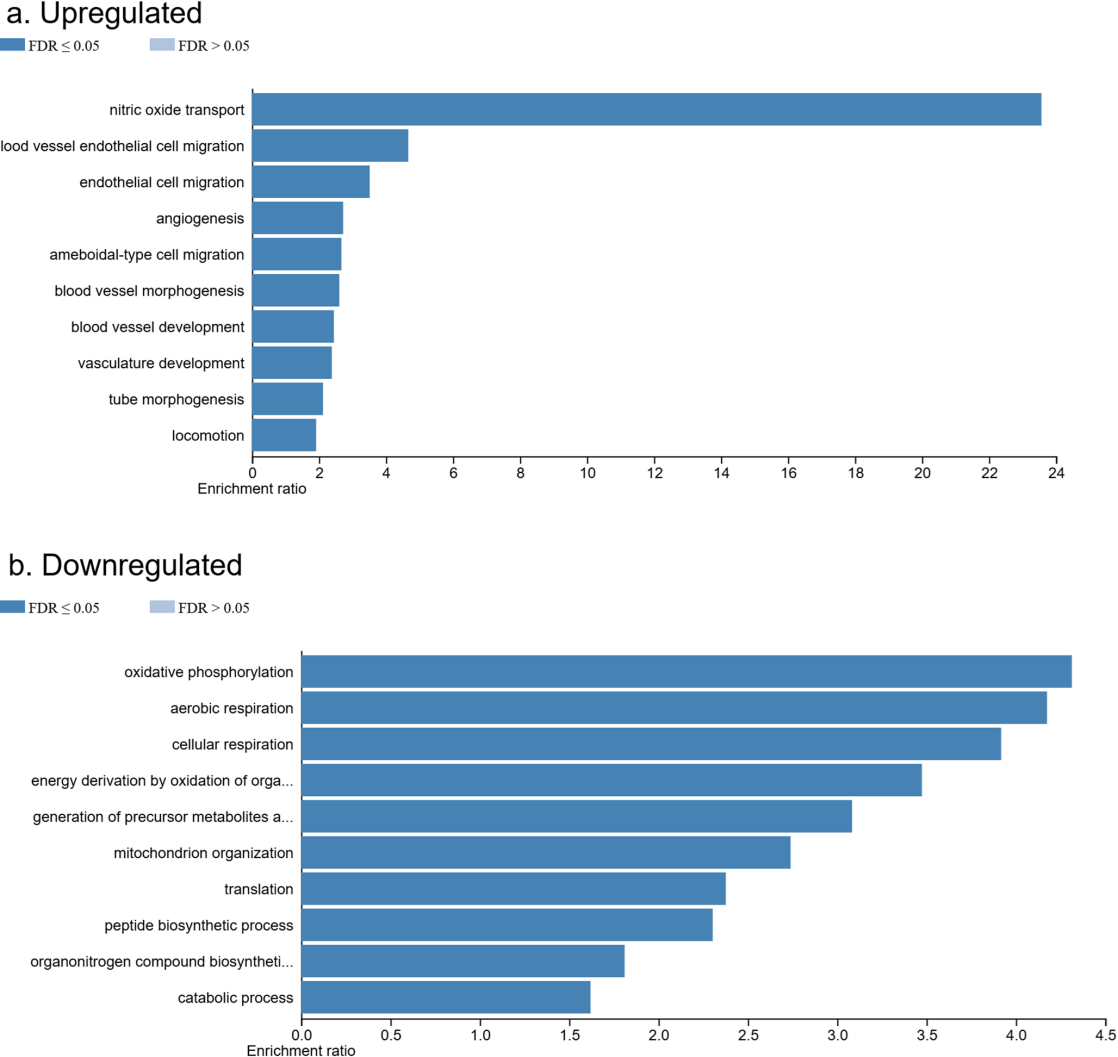
Gene Ontology Enrichment Analysis of Target Genes. This figure displays the primary biological pathways associated with the target genes of the upregulated (**a**) and downregulated (**b**) mRNAs at 48 h of PMI. The x-axis represents the enrichment ratio, indicating the strength of pathway association for each gene set

### Gene ontology enrichment analysis of biological processes for downregulated mRNAs at 48 h PMI

On the other hand, an over-representation analysis of GO biological processes was performed using the 2,787 downregulated mRNAs identified in rat skeletal muscle at 48 h postmortem. From the initial dataset of 2,472 user IDs, 2,445 were successfully mapped to unique Entrez Gene IDs, while 27 could not be mapped and were excluded from further analysis. Of the mapped genes, 1,655 were annotated to the selected GO functional categories and included in the final enrichment analysis. The results, shown in Fig. 4 (panel b), highlight the most significantly enriched biological processes affected by the downregulated mRNAs (FDR ≤ 0.05). These processes were primarily related to mitochondrial function and cellular metabolism. Among the most significantly impacted were oxidative phosphorylation (GO:0006119), aerobic respiration (GO:0009060), cellular respiration (GO:0045333), and energy derivation by oxidation of organic compounds (GO:0015980), all of which are fundamental for cellular energy production. Additionally, processes such as the generation of precursor metabolites and energy (GO:0006091) and mitochondrion organization (GO:0007005) were enriched, underscoring the disruption of mitochondrial structure and function. 

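Nuclear-encoded genes of oxidative phosphorylation fell in 63 of 71 measured and none rose (63 adjusted over the list alone). The median change was −1.91 (log2; camera adjusted p = 2.1e-30, and 0.0604 with an estimated correlation). Uqcrc1, a core subunit of complex III (chromosome 8 from 117679301 to 117691073), was 9.70 ± 0.61 (SD, n = 5) at 0 h and 6.36 ± 0.34 (SD, n = 5) at 48 h and fell by 3.33 (standard error 0.26, adjusted p = 3.81e-08 from limma). The complex I subunits Ndufa9 and Ndufv1 fell by 3.23 (standard error 0.34, adjusted p = 1.16e-06) and 2.96 (standard error 0.23, adjusted p = 4.29e-08), and the ATP synthase subunit Atp5po had a signed fold of −8.79 (adjusted p = 9.02e-08). The mitochondrially encoded subunits of the same complexes moved the other way on these arrays. Of 16 genes of the tricarboxylic acid cycle and pyruvate dehydrogenase, 15 fell and none rose (15 adjusted over the list alone; median −2.28, adjusted p = 1.8e-13, and 0.0202 with an estimated correlation). Sucla2, a subunit of succinyl-CoA ligase, was 10.24 ± 0.39 at 0 h and 6.46 ± 0.48 at 48 h (SD, n = 5 each) and fell by 3.78 (standard error 0.24, adjusted p = 8.79e-09). Idh3b and Idh3a of isocitrate dehydrogenase fell by 3.11 and 2.89, and Pdhb of pyruvate dehydrogenase by 3.03.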

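Genes of mitochondrial import and organisation fell in 31 of 36 measured and none rose (31 adjusted over the list alone; median −1.75, camera adjusted p = 8.5e-19, and 0.0180 with an estimated correlation). Timm10, a chaperone of the inner membrane import route, was 8.26 ± 0.29 (log2, SD, n = 5) at 0 h and 5.22 ± 0.21 (SD, n = 5) at 48 h and fell by 3.03 (standard error 0.18, adjusted p = 6.34e-09 from limma). Vdac1, the main pore of the outer membrane, fell by 2.84 (standard error 0.23, adjusted p = 6.02e-08). Samm50, which inserts proteins into the outer membrane, fell by 2.81, and Immt, which shapes the cristae, by 2.61. Coenzyme Q carries electrons to complex III, and 8 of 12 genes of its synthesis fell while none rose (8 adjusted over the list alone; median −1.28, adjusted p = 0.000120, and 0.0358 with an estimated correlation). Besides Coq8a, Coq10a fell by 2.93 (standard error 0.28, adjusted p = 2.78e-07), Coq7 by 2.68 (standard error 0.23, adjusted p = 9.0e-08) and Coq3 by 2.11 (standard error 0.19, adjusted p = 1.8e-07).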

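Mitochondrial ribosomal proteins fell in 51 of 66 measured and none rose (51 adjusted over the list alone; median −1.51, camera adjusted p = 4.0e-20, and 0.0130 with an estimated correlation). Mrpl12 fell by 2.78 (standard error 0.30, adjusted p = 1.35e-06 from limma), Mrpl47 by 2.72 (standard error 0.20, adjusted p = 2.32e-08), Mrpl50 by 2.66 and Mrps22 by 2.58. Translation factors fell in 29 of 41 and none rose (29 adjusted over the list alone; median −1.26, adjusted p = 2.1e-13, and 0.0183 with an estimated correlation). Among them the release factor Gspt1 fell by 2.66 (standard error 0.25, adjusted p = 2.43e-07), Eef1a2, the elongation factor form of muscle, by 2.54 (standard error 0.32, adjusted p = 5.77e-06), and Eif5a and Eif3l by 2.05 and 2.03. Cytosolic ribosomal proteins moved less, with 7 of 68 that fell and 1 that rose (7 and 1 adjusted over the list alone). Their median was −0.55 (adjusted p = 9.0e-08, and 0.278 with an estimated correlation), and it was 0.0592 after cyclic loess, the opposite direction (adjusted p = 0.197). Rpl7a and Rps25 fell by 1.60 (adjusted p = 0.000216) and 1.34 (adjusted p = 1.14e-05), calls that ended after cyclic loess (adjusted p = 0.00821 and 0.00165 with folds under 2). Rps15 rose by 1.26 (standard error 0.16, adjusted p = 8.75e-06), a call that ended with olfactory receptor centring (0.78).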

Other affected biological processes included translation (GO:0006412), peptide biosynthetic processes (GO:0043043), and organonitrogen compound biosynthetic process (GO:1901566), indicating a broad suppression of protein synthesis and anabolic activity. Interestingly, the enrichment of the catabolic process (GO:0009056) term also suggests a decline in substrate degradation pathways. Collectively, these findings reveal that the postmortem interval leads to a marked shutdown of transcriptional activity associated with energy metabolism, protein synthesis, and mitochondrial organization in skeletal muscle tissue following death.

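The lists of fatty acid oxidation and of glycolysis and glycogen use were lower at 48 h. Of 20 genes of fatty acid oxidation, 18 fell and none rose (18 adjusted over the list alone; median −2.22, camera adjusted p = 2.5e-13, and 0.0526 with an estimated correlation). Acsl1, which activates long-chain fatty acids, was 8.55 ± 0.41 (log2, SD, n = 5) at 0 h and 4.84 ± 0.60 (SD, n = 5) at 48 h and fell by 3.71 (standard error 0.26, adjusted p = 2.11e-08 from limma). Cpt1b, the muscle enzyme that passes them into mitochondria, fell by 3.59 (standard error 0.21, adjusted p = 6.64e-09), the fatty acid carrier Fabp3 by 3.58 and Hadhb by 3.39. All 22 measured genes of the list of glycolysis and glycogen use fell (22 adjusted over the list alone). This list also names creatine kinases such as Ckmt2, enzymes of adenine nucleotide metabolism, and enzymes of glucose or glycogen synthesis such as Fbp2, Gys1 and Gyg1. Its median was −2.31 (camera adjusted p = 9.9e-14, and 0.108 with an estimated correlation). Fbp2, the muscle fructose bisphosphatase, was 8.75 ± 0.64 at 0 h and 5.05 ± 0.93 at 48 h (SD, n = 5 each) and fell by 3.70 (standard error 0.37, adjusted p = 6.08e-07). Gpd1 fell by 3.34 (standard error 0.28, adjusted p = 7.7e-08) and Pfkm, the muscle phosphofructokinase, by 3.30 (standard error 0.39, adjusted p = 3.22e-06). Gapdh is a member too.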

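Across the lists on energy metabolism, the tricarboxylic acid cycle, coenzyme Q synthesis and mitochondrial import held with an estimated correlation, and so did mitochondrial ribosomal proteins and translation factors on the side of protein synthesis. Oxidative phosphorylation, fatty acid oxidation, glycolysis and cytosolic ribosomal proteins passed only with the preset correlation. Each of these medians stayed below 0 after cyclic loess, except that of the cytosolic ribosomal proteins. Centring on olfactory receptors or on the Bacillus or bioB controls lowers all genes alike. It could not have turned these medians and does not test them. Subunits of the mitochondrial ribosome, which make the mitochondrially encoded proteins, had a median of −1.56 relative to all genes and cytosolic ribosomal proteins of −0.60 (log2).

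**Figure D3:**
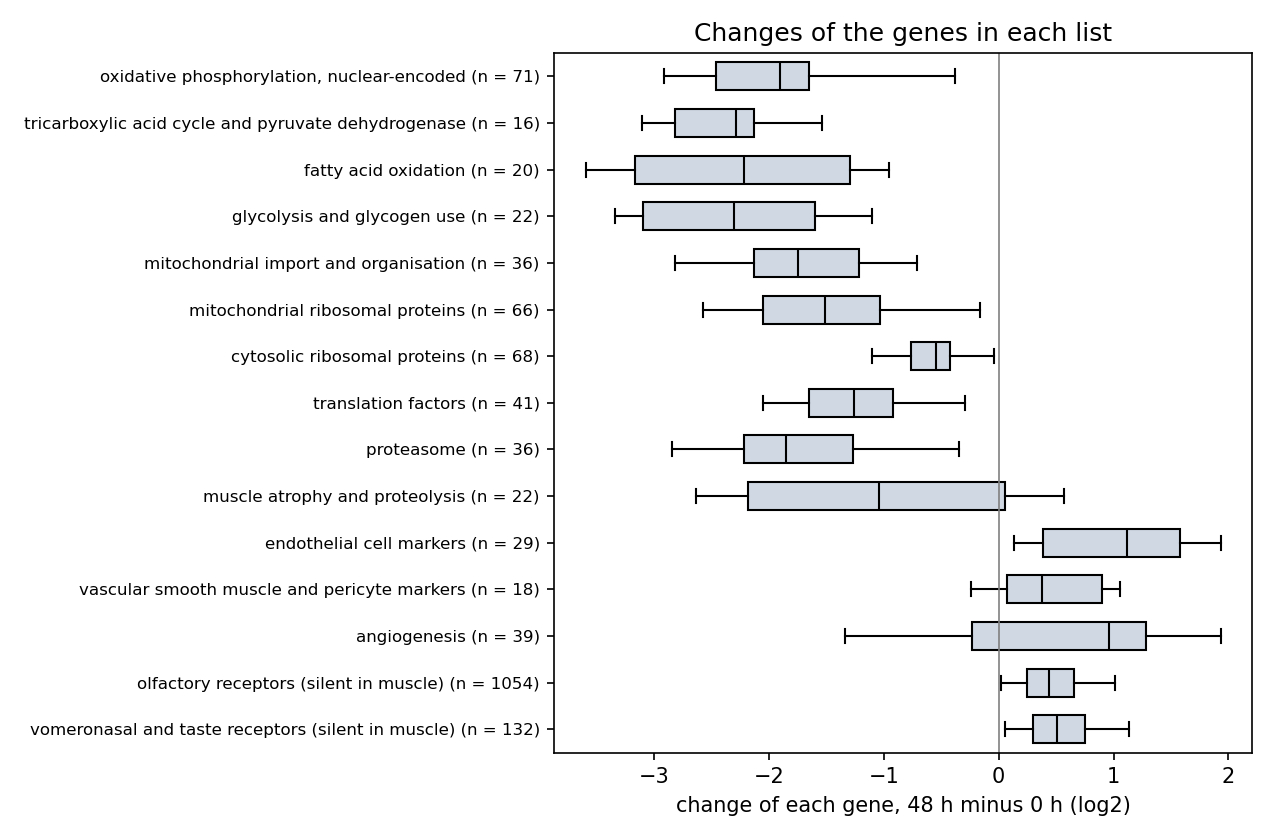
Log2 change from 0 h to 48 h of the genes in 15 lists, with the number measured in brackets. Boxes span the quartiles with a line at the median, whiskers run from the 5th to the 95th percentile, and the grey line marks no change. The medians run from −2.31 for glycolysis and glycogen use to 1.12 for endothelial cell markers as deposited.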

### KEGG pathway analysis of upregulated mRNAs at 48 h of PMI

A total of 1,086 upregulated mRNAs identified at 48 h postmortem interval (PMI) were submitted to KEGG pathway enrichment analysis using the DAVID database, with *Rattus norvegicus* as the background reference. Of these, 830 mRNAs were successfully mapped to DAVID IDs. The analysis initially identified 50 KEGG pathways as impacted, of which 36 showed statistical significance (*p* < 0.05). After applying a false discovery rate (FDR) correction (FDR ≤ 0.05), 10 pathways remained significantly enriched. These included: olfactory transduction (rno04740), African trypanosomiasis (rno05143), renin secretion (rno04924), axon guidance (rno04360), cGMP–PKG signaling pathway (rno04022), vascular smooth muscle contraction (rno04270), platelet activation (rno04611), retrograde endocannabinoid signaling (rno04723), oxytocin signaling pathway (rno04921), and aldosterone synthesis and secretion (rno04925) (Supplementary Table S3). These findings suggest that, beyond structural and metabolic alterations, the postmortem transcriptomic profile also reflects activation of pathways involved in signaling, vascular response, and neuroendocrine regulation.

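Olfactory receptor genes, a family taken here as mostly silent in muscle, rose in 58 of 1054 measured and fell in 1 (58 and 1 adjusted over the list alone). As a group they were higher by a median of 0.44 (log2; camera adjusted p = 5.3e-17, and 0.0130 with an estimated correlation), and −0.04 with each array centred on their own median. Or4b13b rose by 1.86 (standard error 0.20, adjusted p = 1.38e-06 from limma) and Or1f19f by 1.75 (standard error 0.18, adjusted p = 6.2e-07), while Or5b107 was the member that fell, by 1.18 (adjusted p = 0.000297), a call that ended in a test against a fold of 1.5. Over the same arrays the 23 background probe sets were higher at 48 h by a median of 0.560. For the other pathways, the members printed in Table S3 were looked up, and these were selected by the study from the same arrays, so their direction is not independent evidence. Of the members matched, 13 of 13 rose in renin secretion, 14 of 18 in axon guidance, 15 of 16 in cGMP-PKG signaling, 14 of 14 in vascular smooth muscle contraction and 11 of 12 in platelet activation, and none fell. It was 8 of 8 for African trypanosomiasis, which holds haemoglobin genes, 6 of 7 for retrograde endocannabinoid signaling, 13 of 13 for oxytocin signaling and 11 of 11 for aldosterone synthesis. The paper counts 16 members for retrograde endocannabinoid signaling and 10 for African trypanosomiasis, so part of each was not matched. Among the pathways tallied, only renin secretion was matched in full. The printed members of olfactory transduction are shortened in the copy used and were not tallied. Of the members that rose, Itpr2, Adcy4 and Plcb1 recur across these pathways. Prkch, a protein kinase C, was 5.87 ± 0.17 (SD, n = 5) at 0 h and 7.95 ± 0.21 (SD, n = 5) at 48 h and rose by 2.08 (standard error 0.16, adjusted p = 4.48e-08). Adcy4, an adenylate cyclase, rose by 1.78 (standard error 0.18, adjusted p = 4.87e-07), the calcium release channel Itpr2 by 1.76 (standard error 0.19, adjusted p = 1.34e-06), the phosphodiesterase Pde2a by 1.68 and the phospholipase Plcb1 by 1.65. Cxcl12, a chemokine of the axon guidance pathway, rose by 1.91 (standard error 0.19, adjusted p = 6.0e-07).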

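On the vascular side, the members shared by renin secretion and smooth muscle contraction that rose include Itpr2, and on the hormonal side Lipe, hormone-sensitive lipase, which the paper's table places in aldosterone synthesis. Lipe was 6.15 ± 0.44 (log2, SD, n = 5) at 0 h and 8.15 ± 0.32 (SD, n = 5) at 48 h, a rise of 2.00 (standard error 0.22, adjusted p = 1.29e-06 from limma). Guidance genes of the semaphorin, ephrin, slit and netrin families rose in 6 of 52 and none fell (6 adjusted over the list alone). Their median was 0.29 (camera adjusted p = 0.000483, and 0.0183 with an estimated correlation), and −0.19 with olfactory receptor centring. This list was not taken from the study's members, but it was tested on the same arrays, so its shift is not independent evidence for the pathway. Besides Efnb2 the guidance genes that rose include Unc5b and Sema6b, with changes of 1.16 and 1.12 (adjusted p = 0.000312 and 5.48e-05), calls that ended with olfactory receptor centring (0.68 and 0.63). For Unc5b the call also ended in a test against a fold of 1.5 (adjusted p = 0.0589). GABA and glutamate receptor genes with a symbol rose in 1 of 39, Grik1 by 1.07, and none fell (1 adjusted over the list alone; median 0.30, adjusted p = 0.00976, 0.0853 with an estimated correlation and 0.552 after cyclic loess; −0.18 with olfactory receptor centring). Gabra4 is counted there by the probe set with its symbol (0.46), not by the probe set of Table S1 that rose by 2.64. Platelet markers neither rose nor fell in any of 7 (0 adjusted over the list alone; median 0.41, adjusted p = 0.256 as deposited, and 0.0199 without probe sets below the median level). Pf4 and Ppbp, chemokines stored in platelets, changed by 0.63 each (adjusted p = 0.00792 and 0.00677, below a fold of 2), and Pf4 by 1.15 after cyclic loess, where it passed.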

### KEGG pathway analysis of downregulated mRNAs at 48 h of PMI

A total of 2,787 downregulated mRNAs identified at 48 h postmortem interval (PMI) were analyzed for KEGG pathway enrichment using the DAVID database, with Rattus norvegicus as the background. Of these, 2,443 mRNAs were successfully mapped to DAVID IDs. The analysis initially identified 106 KEGG pathways as impacted, of which 87 were statistically significant (*p* < 0.05). After applying a FDR correction (FDR ≤ 0.05), 71 pathways remained significantly enriched. These included several neurodegenerative disease pathways such as Parkinson disease (rno05012), Huntington disease (rno05016), prion disease (rno05020), and Alzheimer disease (rno05010), as well as broader neurodegeneration-related pathways like pathways of neurodegeneration—multiple diseases (rno05022). 

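The genes of the proteasome, the protease complex that KEGG places in its neurodegeneration pathways beside the respiratory chain, fell in 29 of 36 measured and none rose (29 adjusted over the list alone; median −1.85, camera adjusted p = 5.3e-17, and 0.0180 with an estimated correlation). Psmb6, a catalytic core subunit, was 9.92 ± 0.089 (log2, SD, n = 5) at 0 h and 6.97 ± 0.55 (SD, n = 5) at 48 h and fell by 2.94 (standard error 0.22, adjusted p = 3.09e-08 from limma). The core subunits Psma3 and Psma6 fell by 2.91 (standard error 0.27, adjusted p = 2.57e-07) and 2.85 (standard error 0.25, adjusted p = 1.53e-07), and Psmd2 of the regulatory particle fell by 2.62 (standard error 0.22, adjusted p = 9.0e-08). Apoptosis genes moved both ways, with 1 of 23 that rose and 3 that fell (1 and 3 adjusted over the list alone; median −0.06, adjusted p = 0.756). Those that fell encode mitochondrial proteins, Endog by 2.44, Aifm1 by 2.34 and cytochrome c (Cycs) by 2.05, while the death receptor gene Fas rose by 1.15 (adjusted p = 6.98e-05), a call that ended with olfactory receptor centring (0.67). The members of these pathways in Table S4 are shortened in the copy used here and were not tallied.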

Other significantly enriched pathways included thermogenesis (rno04714), amyotrophic lateral sclerosis (rno05014), diabetic cardiomyopathy (rno05415), oxidative phosphorylation (rno00190), and non-alcoholic fatty liver disease (rno04932), among others (Supplementary Table S4). These results highlight the widespread downregulation of genes involved in mitochondrial function, energy metabolism, and neuronal integrity, reflecting systemic transcriptomic decline and cellular dysfunction at 48 h postmortem.

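Every respiratory complex took part in the fall of oxidative phosphorylation genes, which also make up much of the thermogenesis pathway. Grouped by complex after the list's result was seen, 26 of 31 measured subunits of complex I fell, 4 of 4 of complex II, 9 of 9 of complex III, 10 of 12 of complex IV and 13 of 14 of ATP synthase, and none rose. The median changes were −1.96, −2.05, −1.95, −1.68 and −1.97 (log2). The smallest change in any of them was −0.11, in ATP synthase. Sdha, the flavoprotein subunit of complex II, was 8.70 ± 0.30 (SD, n = 5) at 0 h and 6.17 ± 0.21 (SD, n = 5) at 48 h and fell by 2.53 (standard error 0.18, adjusted p = 2.11e-08 from limma).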

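Of the genes of the neuromuscular junction, 3 of 13 fell and 2 rose (3 and 2 adjusted over the list alone; median −0.29, camera adjusted p = 0.756). Dok7 and Rapsn, which gather acetylcholine receptors under the nerve ending, fell by 1.52 (standard error 0.16, adjusted p = 1.06e-06 from limma) and 1.40 (standard error 0.19, adjusted p = 1.19e-05). The receptor subunit Chrnd fell by 1.11 (standard error 0.30, adjusted p = 0.00634, and 0.000249 to 0.265 over the alternatives), with overlapping groups; its call ended with the moderation left out, after cyclic loess, in a test against a fold of 1.5, without 0 h rat 5 (−0.91) and without 48 h rat 1 (−0.91). Agrn and Colq, proteins of the junction's matrix, rose by 1.31 (standard error 0.18, adjusted p = 2.3e-05) and 1.39 (standard error 0.18, adjusted p = 8.59e-06), calls that ended with olfactory receptor centring (0.83 and 0.91).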

## Discussion

Using microarray data, we analyzed the transcriptome at 48 h PMI. We found that 16.7% (*n* = 3,873) of the total analyzed mRNA transcripts showed altered gene expression at 48 h PMI meeting the significance threshold (fold change ≤ − 2 or ≥ 2 and *p* < 0.05). Among these, 1,086 were upregulated and 2,787 were downregulated in skeletal muscle. This means that at least 2.5 times more were downregulated than upregulated at 48 h of time since death. Among the upregulated genes, we found the mitochondrial genes *MT-ATP6*,* MT-ATP8*,* MTCOX3*, while the most downregulated genes were *Tnnt1*,* Adck3*, and *Myh2*. We also validated the expression of some of these genes using RT-qPCR. When exploring the functions and pathways of the altered genes, we found that the upregulated ones mainly were associated with vascular dynamics, such as angiogenesis, while the downregulated genes participated in metabolic processes like oxidative phosphorylation.

The morphological postmortem changes observed in rats including livor mortis, abdominal distension, ocular collapse, and organ discoloration, were consistent with those in humans, particularly *in LM*,* RM*, and putrefaction [26]. Comparable findings have also been reported in human cadavers [2] and swine models [28]. These parallels indicate that the rat model is suitable for identifying biomarkers to estimate the PMI accurately and reinforce its applicability for forensic comparisons. Following the morphological evaluation, which demonstrated the usefulness of the rat model for PMI biomarker research, microarray analysis was conducted. The expression of six mRNAs—three downregulated (*Adck3*,* Mlf1*,* Myh1*) and three upregulated (*Hba-a1*,* Aqp1*,* Ablim3*)—was validated by RT-qPCR. The RT-qPCR results confirmed the microarray data, showing consistent and statistically significant expression trends, although fold change values differed between the two techniques. This consistency is important for further exploration of these genes through different postmortem intervals.

The proportion of downregulated genes is higher than the proportion of upregulated genes, which could be related with degradation of mRNA through the PMI. Moreover, this downregulation could be related by the autolysis process itself since the most downregulated genes participate in processes related with muscle contraction and motor function that could be due to *RM* [27]. Despite the autolytic process, certain housekeeping genes such as GAPDH remain relatively stable during the early postmortem period, making them suitable internal controls for gene expression quantification by RT-qPCR, as previously reported in postmortem human tissue studies [31]. Interestingly, the loss of function of TNNT1 in a mouse model produced a myopathy in animals carrying mutation in this gene [32]. Also, *Myh1*, have been reported in muscle age degenerative processes [33].

In contrast, the upregulated mitochondrial genes *MT-ATP6*,* MT-ATP8*, and *MT-COX3* indicated sustained metabolic activity, consistent with the known postmortem persistence of mitochondrial integrity [34]. Interestingly, we found also an upregulation of genes related the structure of hemoglobin as the heavy chains (Hba-a1 and Hbb-b1). These are structural genes which can be used as housekeeping genes to normalize the gene expression of other genes. However, their over expression in PMI could be related with lower tissue concentrations of oxygen. For instance, it has been reported and upregulation of HBA1 in humans in postmortem tissues [21].

Hierarchical clustering revealed distinct mRNA expression patterns between control and 48-hour PMI groups, with four major clusters showing dynamic regulation: three shifting from up- to downregulation and one in the opposite direction. This supports the existence of temporally regulated gene expression after death, consistent with findings in human brain tissue [23]. Moreover, gene ontology over-representation analysis of the upregulated mRNAs revealed enrichment in biological processes related to angiogenesis, endothelial cell migration, vascular morphogenesis, and nitric oxide transport, suggesting activation of vascular remodeling and stress adaptation responses after death [35–41].

KEGG pathway enrichment analysis of upregulated genes revealed 10 statistically significant pathways (FDR ≤ 0.05), including vascular smooth muscle contraction, platelet activation, renin secretion, and aldosterone signaling. While some enriched pathways (e.g., olfactory transduction, African trypanosomiasis) may be artifacts, others reflect regulatory systems that could be activated in postmortem [40].

The convergence of GO and KEGG analyses underscores the biological coherence of vascular remodeling, suggesting an attempt to maintain perfusion and initiate local responses to tissue damage [42–44]. Conversely, the GO analysis of the 2,787 downregulated mRNAs revealed suppression of processes related to oxidative phosphorylation, aerobic respiration, mitochondrial organization, translation, and biosynthetic activities, which are hallmarks of metabolic shutdown after death [45–48].

KEGG analysis of the downregulated genes highlighted pathways associated with mitochondrial dysfunction and neurodegenerative diseases (e.g., Parkinson’s, Alzheimer’s, Huntington’s, ALS), consistent with oxidative stress and impaired energy metabolism [45–49]. These findings provide a comprehensive view of the molecular changes occurring in skeletal muscle 48 h after death and support the use of transcriptomic signatures as potential biomarkers for estimating the postmortem interval.

This study has several important limitations to acknowledge. As a preliminary investigation, our sample sizes were limited. However, we applied stringent statistical criteria to identify the most significant genes, and were able to validate several candidates (including Aqp1 and Ablim1) that did not rank among the top significant mRNAs. Future studies with larger sample sizes and human translation will be necessary to further explore these findings. It should be noted that while our study employed controlled postmortem conditions, these may not fully replicate the degradation processes occurring in actual forensic scenarios. Postmortem degradation patterns can vary significantly depending on both the cause of death and premortem conditions, which may affect the generalizability of our results.

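Targets of the hypoxia-inducible factor did not rise in any of 22 genes measured, and 10 fell (10 adjusted over the list alone). Their median change was −0.78 (log2; camera adjusted p = 0.0286, 0.0830 with an estimated correlation, and 0.0197 to 0.191 over the alternatives, several of which end the call). Bnip3, a mitochondrial protein induced by low oxygen, was 9.22 ± 0.29 (SD, n = 5) at 0 h and 7.04 ± 0.75 (SD, n = 5) at 48 h and fell by 2.19 (standard error 0.28, adjusted p = 9.44e-06 from limma). Pgk1 and Ldha, enzymes of glycolysis, fell by 2.78 (standard error 0.22, adjusted p = 4.37e-08) and fell by 2.11 (standard error 0.20, adjusted p = 3.22e-07), and Higd1a fell by 2.04 (standard error 0.23, adjusted p = 1.68e-06). Vegfa, which fell as well, belongs to this list and to that of angiogenesis. Heat shock proteins and chaperones fell in 11 of 18 and rose in 1 (11 and 1 adjusted over the list alone; median −1.47, adjusted p = 1.5e-06, and 0.0454 with an estimated correlation). The small heat shock proteins Hspb6, Cryab and Hspb3, abundant in muscle, fell by 2.99 (standard error 0.25, adjusted p = 8.97e-08), 2.97 (standard error 0.26, adjusted p = 1.27e-07) and 2.95 (standard error 0.19, adjusted p = 9.34e-09), and Hspb7 fell by 2.52. Hspa1a, the inducible form of Hsp70, rose by 1.06 (standard error 0.32, adjusted p = 0.0132, and 0.00114 to 0.386 over the alternatives), with overlapping groups. Its call ended without 0 h rat 1 (0.92), 0 h rat 3 (0.90), 48 h rat 2 (0.88) or 48 h rat 3 (0.97), with olfactory receptor centring (0.58), with array weights (0.94), with the moderation left out and in a test against a fold of 1.5.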

Our findings demonstrate that at this postmortem interval (48 h), there is marked upregulation of genes involved in physiological processes such as angiogenesis and metabolism, along with stress-response pathways associated with hypoxic conditions. 

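Genes of muscle atrophy and proteolysis fell in 12 of 22 measured, and none rose (12 adjusted over the list alone). The median change was −1.04 (log2; camera adjusted p = 0.000483, and 0.0183 with an estimated correlation), a call that ended without probe sets below the median level (adjusted p = 0.0797, the highest of the alternatives, with the lowest at 0.000309). Trim63 and Fbxo32, the muscle ubiquitin ligases MuRF1 and atrogin, were 7.84 ± 0.12 and 7.96 ± 0.23 (SD, n = 5 each) at 0 h and 5.22 ± 0.33 and 5.32 ± 0.38 (SD, n = 5 each) at 48 h. They fell by 2.63 (standard error 0.18, adjusted p = 1.41e-08 from limma) and 2.64 (standard error 0.19, adjusted p = 2.82e-08). Capn3, the muscle calpain (chromosome 3 from 112228618 to 112278408), fell by 3.09 (standard error 0.19, adjusted p = 7.27e-09), and Trim54, another ubiquitin ligase of the sarcomere, by 2.92 (standard error 0.19, adjusted p = 1.19e-08).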

We also observed activation of muscle degradation pathways. A better understanding of these altered metabolic pathways could facilitate the identification of potential biomarkers for postmortem interval estimation.

## Conclusions

Transcriptional profiling of rat skeletal muscle at 48 h postmortem revealed a complex pattern of gene regulation, with mitochondrial genes *Tnni1*,* MT-Atp6*, *MT-Atp8*, and *MT-Cox3*) emerging as particularly promising biomarkers for postmortem interval (PMI) estimation. Our findings demonstrate that the rat model provides biologically relevant data that may inform human PMI estimation and contribute to human identification and cause-of-death determination. These results offer important insights into the molecular mechanisms underlying early postmortem changes and establish a framework for developing RNA-based PMI estimation tools. However, additional research, including comprehensive time-course analyses, validation in human tissues, and investigation of how premortem conditions affect these markers, will be essential to establish their forensic utility.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

Supplementary Material 8

## Data Availability

Data from this study are available in NCBI’s Gene Expression Omnibus under accession number [GSE297166](https:/www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc=GSE297166) (reviewer token: ojgxyigwpzittqn).

How the deposited data were processed for this re-analysis (not part of the article)

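Femoral skeletal muscle of 10 male Wistar rats was measured on Clariom S Rat arrays, 1 array per rat, with 5 rats at 0 h of PMI and 5 rats kept for 48 h at 25 °C after death. Groups and rat numbers were taken from the sample labels and the paper. The authors amplified and biotin-labeled the RNA with the 3′ IVT Pico kit, scanned the arrays and processed all 10 together with RMA in the Transcriptome Analysis Console (version 4.0 and build rn6 in the submitters' processing notes). The deposited values are therefore log2 values that are background-corrected, quantile-normalized across the arrays by probe and then summarised per probe set, and they were used as they stand. RMA makes each array relative to the others, so a shift common to all transcripts is not visible in them, and quantile normalization can move genes when the number of abundant transcripts differs between groups.

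The table holds 24834 probe sets, of which 1646 controls were left out of the tests (1552 RG1, 63 ERCC and 31 AFFX probe sets), leaving the 23188 that the paper tested. Gene symbols come from the platform's probe table, updated through gene identifiers to the names of the rat assembly GRCr8. A single symbol was found for 15049 probe sets, none for 8139 and several for 0, and 15037 genes had at least 1 probe set. Coordinates and the names of mitochondrially encoded probe sets are those of the paper's Tables S1 and S2, of which 261 and 226 rows were used here. Gene lists use the probe set with the highest mean of each gene.

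The groups were compared with limma 3.58.1 (lmFit and eBayes without trend or robust moderation, two-sided) in R 4.3.3, with 8 residual and 8.99 prior degrees of freedom. Probe sets were counted at the study's criteria, a fold change of at least 2 and an unadjusted p under 0.05. Adjusted p-values are Benjamini-Hochberg values over all probe sets, and a gene rose or fell at a fold change of at least 2 and an adjusted p under 0.05. Each of 46 gene lists with measured members was tested against the other genes with camera at an inter-gene correlation of 0.01, adjusted over the lists, and again with the correlation estimated from the data (statmod 1.5.0 was used for the replicate block). For a list of mitochondrially encoded genes the probe table names no member, and these probe sets were taken by their chromosome. The genes of the RT-qPCR were tested with an exact permutation test over all 252 splits. Figures were drawn with matplotlib 3.10.9.

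The lists cover slow-fibre, fast-fibre and Z-disc genes, excitation-contraction coupling, oxidative phosphorylation, the tricarboxylic acid cycle, fatty acid oxidation, glycolysis, coenzyme Q synthesis, mitochondrial import, ribosomal proteins of both kinds, translation factors, the proteasome, muscle atrophy, hypoxia, apoptosis, immediate early genes, heat shock, inflammation and reference genes. Further lists hold markers of endothelium, vascular smooth muscle, erythroid cells, platelets, macrophages, neutrophils, lymphocytes, mast cells, fibroblasts, adipocytes, Schwann cells, satellite cells and the neuromuscular junction, genes of angiogenesis and nitric oxide, and gene families chosen for other tissues (olfactory, vomeronasal and taste receptors, keratins, germ cell, liver and pancreas, and retina genes), with GABA and glutamate receptors, axon guidance genes, Zfp zinc fingers and histones. The lists, the tests, the groups of alternatives and the rule for naming genes were fixed before the data were examined. The rule takes every gene of Table 2, the genes of the RT-qPCR and Gapdh, the 12 largest rises and 12 largest falls among probe sets with a symbol whose groups do not overlap, up to 4 members of each list in its main direction and up to 2 in the other, and up to 3 members of each KEGG pathway. The values of many of these genes were seen beforehand in the paper's tables. Several lists cover themes that the paper reports from the same arrays, among them angiogenesis, nitric oxide, axon guidance, olfactory receptors and oxidative phosphorylation. Their shifts are not independent evidence for those themes.

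The script was tested on simulated data for the comparison of 48 h with 0 h over 23188 probe sets, 5 arrays per group. At an adjusted p under 0.05 it recovered 4 of 67 probe sets changed by a fold of 1.5 (5.97%), 41 of 67 changed by a fold of 2 (61.2%) and 65 of 66 changed by a fold of 4 (98.5%). Of 22988 unchanged probe sets, 19 met the study's criteria and 6 had an adjusted p under 0.05. The simulated noise was independent between probe sets and had the same capped SD in both groups. The wider spread at 48 h and the correlation between genes are therefore not part of these rates. Few probe sets were changed in the simulation, while in the real data 5106 higher and 5296 lower ones had an adjusted p under 0.05. The adjustment is less strict when so many change, so the recovery rates do not carry over to the real comparison. They also rest on the adjusted p alone, without the fold criterion of the text. The number of arrays limits the precision, and the narrower range and higher background of the arrays at 48 h limit how far low values can be told apart.

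The alternatives were an intensity trend and robust moderation, the fit with the moderation left out, the adjusted p, a test against a fold of 1.5, centring on the array median or on olfactory receptors, cyclic loess, leaving out probe sets below the lower quartile or the median of level, array weights, a single probe set per gene, the rat number as a block, an estimated inter-gene correlation and leaving out each rat. Tukey biweight averages, centring on the Bacillus subtilis, bioB or other bacterial control probe sets and clustering of centred genes were added after the data were seen. Labels number the rats 1 to 5 in each group, but these are different rats. The RT-qPCR and the gross pathology were not analysed here. The GO and KEGG enrichments were not repeated, since the gene sets were not used here and Tables S1 and S2 were held in part.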

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

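In this part, the tests on the background probe sets and on the bacterial control probe sets and that of the erythroid genes against olfactory receptors were chosen only after the result was seen. Outlying rats were looked for in 378 groups of 5 values, those of 180 named probe sets and of the measures per array. In 24 of them the gap between the outermost rat and its neighbour, as a share of the group's range, was over 0.71, where about 19 are expected by chance. Of these, 16 were at 0 h and 11 were 0 h rat 1, in each case as the lowest rat. For 0 h rat 1 the share was 0.810 for Myh2, 0.726 for Uqcrc1, 0.731 for Ndufa9, 0.888 for Ndufv1, 0.735 for Idh3b, 0.782 for Pdhb, 0.727 for Acsl1, 0.841 for Cpt1b, 0.727 for Fabp3, 0.830 for Samm50 and 0.756 for Sdha, genes of fast type IIa or oxidative muscle. At 0 h the outlying rat was rat 5 for Mfap5 (0.793) and Cryab (0.721), rat 2 for Fosb (0.864), rat 3 for Plcb1 (0.731) and rat 4 for Adcy4 (0.755). At 48 h it was rat 2 for Immt (0.776), Mrpl47 (0.810) and Zfp641 (0.775), rat 5 for Mal (0.725) and rat 4 for H2ac25 (0.818). The array of 48 h rat 4 also had the highest first quartile (0.722), the lowest 99th percentile (0.711) and the lowest SD of values (0.811) of its group.

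Slow-fibre genes varied widely among the rats at 0 h, which the paper does not discuss. Poorer RNA in some of these samples would lower fast-fibre genes too, but the range of the fast-fibre medians was 0.0500 of the slow-fibre range, and 0 h rat 1, with the lowest slow-fibre median, had the highest fast-fibre median. The other slow-fibre genes moved together over these rats, with a mean pairwise correlation of 0.934 without Tnnt1 and Myh7, against 0.239 at the upper limit of the central range of random lists of the same mean level. A candidate explanation is a different share of slow fibres in the pieces of muscle taken. No histology was analysed here, and whether the rats themselves differed was not tested.

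Olfactory receptor genes were higher at 48 h, with 1007 of 1054 (95.5%) higher in mean and 291 (27.6%) with all rats at 48 h above all at 0 h. Of all probe sets 13.4% had all rats at 48 h above all at 0 h, and 31.1% had the groups apart in either direction, against 0.794% by chance. The median of the olfactory receptors was −0.04 with arrays centred on this list. Random lists of the same mean level had a central range of medians of 0.253 to 0.290, and the list's median of 0.437 lay at percentile 100. These lists were matched on the mean over both groups, so they could hold genes that fell to that level. They were not matched on base composition either, so they cannot decide on a lift common to silent probe sets. A higher background at 48 h may account for the olfactory receptors. The median change of the 23 background probe sets was 0.560, and 14 of these changed by more than the list. Their changes ran from 0.278 in the bin with the fewest G and C bases to 1.80 in that with the most. Muscle RNA gives no biological reason that the design could test. The paper states that this pathway may be an artifact.

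Mitochondrially encoded and haemoglobin probe sets were higher at 48 h with a median of 2.06, while nuclear genes of the same respiratory complexes were lower; centred on a single bacterial control, the mitochondrial median stayed above 0 for 3 of 8 controls (−1.04 to 1.29) and the haemoglobin median for 6 of 8 (−0.39 to 1.95). A scaling of arrays with less total signal could raise them: the 8 bacterial control probe sets changed by a median of 1.95, close to that of the pattern, with a range of 0.33 to 2.67. The 3 controls that kept the mitochondrial median above 0 were those with the smallest changes. Scaling and a true rise cannot be told apart for the mitochondrial and haemoglobin probe sets. The paper's text does not say how much control RNA was added to each array. For more blood in the samples at 48 h, the erythroid genes without haemoglobin had a median of 0.58, at percentile 99.6 of random lists of the same mean level (upper limit 0.46) but at percentile 60.1 of random lists of olfactory receptors of the nearest mean level (median 0.54, upper limit 0.85). Their rise and that of a higher background therefore cannot be told apart, and blood stays open. Of the erythroid genes 9 of 11 were higher, among them Alas2 (2.38), Slc4a1 (1.22), Hemgn (1.11) and Rhag (1.04), Bpgm (−1.16) and Gypc (−0.62) were lower, and platelet, neutrophil and lymphocyte markers lay at percentiles 93.2, 92.4 and 37.6. Blood bears on haemoglobin only, and the mitochondrial part was given no biological test.

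The number of called probe sets was compared with other splits of the arrays into 5 and 5. Of 100 splits, 1, the real one, gave as many as 3824, and the highest of the others gave 1555. A chance split is therefore an unlikely source of that number. Only 126 distinct splits exist, so the test cannot exclude chance. It does not bear on a difference in handling or RNA quality between the groups. For the gene lists, 1 of 100 splits, again the real one, shifted as many as 35. That met the rule set beforehand, fewer than 5 of 100 splits. The highest of the others shifted 33 and their median was 18. The number of shifted lists is therefore little evidence against chance, and a shifted list alone says little.

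Signals were also seen in control probe sets, which the paper did not analyse. The background probe sets changed by a median of 0.560 (log2), the Bacillus subtilis control probe sets by 2.40 and the E. coli and P1 control probe sets by 1.31. Vomeronasal and taste receptor genes, which are among the probe sets the paper tested and were looked at here as a list, had a median of 0.50 (0.505), and 0.02 with arrays centred on olfactory receptors.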

How the results depend on the processing

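Of the settings in this part, the Tukey biweight averages and the centring on bacterial controls were chosen after seeing the data. The share of called probe sets that were lower was 73.6%, and 71.1% in a test against a fold of 1.5, 61.1% after cyclic loess, 96.4% with olfactory receptor centring (194 higher, 5152 lower), 77.3% without probe sets below the lower quartile of level and 83.1% without those below its median (534 higher), 78.9% with a single probe set per gene (579 higher), 72.0% with Tukey biweight averages, and 100% with the Bacillus centring (0 higher, 22407 lower) or the bioB centring (0 higher, 22633 lower). Centring moves all genes of an array alike, so the counts on the bacterial controls follow from the rise of these controls and do not test the calls. Olfactory receptor centring likewise lowers all genes, with a median change over all genes of 0.05 as deposited and −0.43 after it. Its counts follow largely from that shift, and a rise near the fold limit can lose its call through the shift alone. Leaving out a rat gave 71.7% to 74.3%, 948 to 1118 higher and 2709 to 2900 lower. The dimmer probe sets hold more of the rises, and fewer are tested without them. For the remaining settings other than centring, the cause was not tested. With an estimated correlation 12 of 35 lists remained shifted. Cytosolic ribosomal proteins went from −0.55 to 0.0592 after cyclic loess (adjusted p = 0.197); the cause was not tested. The counts of list members (430 to 562, and 526 to 578 without a rat) and of named genes (138 to 172 of 180, and 160 to 171 without a rat) stayed within 1.5 times the values reported. The genes of the RT-qPCR kept direction and exact p with array median centring, after cyclic loess, relative to Gapdh and without each rat; the exact test was not run in the other settings. In each of 4 clusterings 10 of 10 arrays were with their group; these were not repeated with another scaling or without a rat. Of the single genes, 34 lost their call with olfactory receptor centring, 27 in the test against a fold of 1.5, 20 after cyclic loess (2 gained it), 6 with the moderation left out, 5 with array weights and 12 without 48 h rat 4. Rats that share a number are different animals. After the group means were removed, arrays with the same number had correlations of −0.00416 to 0.0761, against −0.0685 to 0.0552 for other pairs. Of 10 arrays, 6 lay closest to their own number. Whether a number marks arrays that were handled together was not tested. The fit with the rat number as a block called 3824 (1009 higher, 2815 lower) and changed no call of a named gene or list shift. Signal over background was lower at 48 h, which limits what can be said of dim genes.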

Differences from the paper's values

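Of the settings in this part, only the Tukey biweight averages were chosen after seeing the values. The paper reports 5.7 for the ratio of the largest fall to the largest rise, and the value here is 3.48, between Coq8a (Adck3 in the paper) and the probe set of ATP6, ATP8 and COX3. This ratio was held to differ when the larger value was over 1.5 times the smaller. By that rule it does not differ with olfactory receptor centring (6.77), with a single probe set per gene (3.86), without 0 h rat 1 (3.92) and without 48 h rat 1 (4.11), and it differs under the other 19 alternatives set before the data were examined. For Tnnt1 the paper reports a fold change of −30.95, and the value here is −13.0; by the same rule, used for Tnnt1 because it leads the paper's Table 2, it does not differ without 0 h rat 1 (−25.0), and under the other 22 alternatives it does. On the log2 scale the values for Tnnt1 lie apart by less than its SD at 0 h of 2.89, so by the rule for the other genes, given next, it would not differ. Other fold changes were held to differ when they lay apart, on the log2 scale, by more than the larger SD of the groups, which is 0.606 for Zfp101. For Zfp101 the paper's Table 2 reports 7.78, and the value here is 4.65; it does not differ after cyclic loess (5.14), without 0 h rat 3 (5.16) or without 48 h rat 5 (5.23), and it does under the other 19. The paper's Table S1 gives 5.35 for Zfp101. For Myh7 the paper reports −22.07 and for Myh2 −26.16, against −12.9 and −16.0 here; these are over 1.5 times apart but within the SD at 0 h of 2.82 and 1.79.

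With fold changes between Tukey biweight averages, chosen after seeing the values and dropping 0 of the 487 entries below, Tnnt1 came to −30.9 and Zfp101 to 5.35. The folds of 487 of the 487 Table S1 and S2 entries used here matched within 1%. The ratio of the largest fall (Tnnt1) to the largest rise came to 3.98, within 1.5 times the paper's. However, the paper's Table 2 prints the same folds for these entries, −30.95 for Tnnt1 and 7.78 for ATP6, ATP8 and COX3. The ratio that the paper reports is therefore larger than that of its own largest folds. A value within 1.5 times of it does not reproduce it. This setting called 3873 probe sets, 1086 higher and 2787 lower, as the paper does at the same thresholds; the means of the log2 values also dropped 0 of those 487 entries. The adjusted p matched the paper's FDR within 1% for 21 of 22 genes, and for Myh7 the values were 0.00283 here against a value the paper prints with fewer digits.

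In Table 2 the probe set identifiers of the upregulated genes are ordered differently from Table S1. The identifier printed for Zfp101 is the one that Table S1 gives for ATP6, ATP8 and COX3, and so is its fold change. The paper names Tnni1 among the mitochondrial genes in its conclusion; Tnni1 is the slow skeletal troponin I, on chromosome 13 from 52624858 to 52637302, and it fell by 2.98 here. The paper states that stress-response pathways of hypoxia were upregulated; of 22 hypoxia targets 0 rose by limma and 10 fell, and of 18 heat shock genes 1 rose and 11 fell, while 19 of 39 angiogenesis genes rose and 3 fell. It states that muscle degradation pathways were activated; of 22 atrophy and proteolysis genes 0 rose and 12 fell, and of 36 proteasome genes 0 rose and 29 fell. It states that Gapdh stayed stable by RT-qPCR; on the arrays Gapdh changed by −1.04 (log2, adjusted p = 0.000509 from limma), and by −0.35 after cyclic loess (adjusted p = 0.158, within 6.87e-06 to 0.158 over the alternatives).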

Other observations

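No test in this part was chosen after its result was seen. Among cell types that the text above does not cover, adipocyte markers moved both ways, with 2 of 10 that rose and 1 that fell (2 and 1 adjusted over the list alone; median 0.38, −0.10 with olfactory receptor centring; camera adjusted p = 0.132). Fabp4, the fatty acid carrier of adipocytes and capillaries, rose by 1.24 (adjusted p = 6.03e-05; 0.76 and no longer called with olfactory receptor centring), and Cfd fell by 2.27 (adjusted p = 0.000473). The list passed without 0 h rat 1 (median 0.64, adjusted p = 0.0303) and with olfactory receptor centring (adjusted p = 0.0342, median −0.10). Of 13 neutrophil markers 1 rose (1 adjusted over the list alone; median 0.40, −0.08 with olfactory receptor centring; adjusted p = 0.0252, 0.0830 with an estimated correlation and 0.0110 to 0.176 over the alternatives), S100a9 by 1.11, a call that ended without 48 h rat 5 (0.99), with olfactory receptor centring (0.63) and in a test against a fold of 1.5. Of 17 lymphocyte markers 1 rose (1 adjusted over the list alone; median 0.21, −0.27 with olfactory receptor centring; adjusted p = 0.119), Gzma by 1.13, a call that ended without 48 h rat 4 (0.96) or 48 h rat 5 (0.96), after cyclic loess (0.88), with olfactory receptor centring (0.65) and in a test against a fold of 1.5. Mast cell markers passed in 0 of 9 (0 adjusted over the list alone; median 0.11, −0.37 with olfactory receptor centring; adjusted p = 0.300; Tpsb2 0.37 and Kit 0.52). Inflammatory genes passed in 0 of 22 (0 adjusted over the list alone; median 0.22, −0.26 with olfactory receptor centring; adjusted p = 0.0300, 0.0912 with an estimated correlation and 0.0180 to 0.393 over the alternatives), and the shift ended without 0 h rat 3 (adjusted p = 0.0508). Nfkbia, which restrains NF-kappaB, changed by 0.67 (adjusted p = 0.00154), and passed after cyclic loess (adjusted p = 1.47e-05, within 1.47e-05 to 0.975 over the alternatives).

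Of 14 genes in use as references for RT-qPCR, 4 fell and none rose (4 adjusted over the list alone; median −0.04, 0.19 after cyclic loess; adjusted p = 0.209). These were Pgk1, Sdha, Gapdh and Hprt1, the last by 1.66 (standard error 0.22, adjusted p = 1.31e-05). Replication-dependent histones rose in 1 and fell in 2 of 24 (1 and 2 adjusted over the list alone; median 0.08, −0.40 with olfactory receptor centring; adjusted p = 0.756), and Hist1h2bq fell by 2.77 (standard error 0.18, adjusted p = 1.01e-08). Zfp zinc finger genes rose in 4 and fell in 14 of 154 (4 and 14 adjusted over the list alone; median −0.14; adjusted p = 0.238). Zfp57, a regulator of genomic imprinting, rose by 2.05 (standard error 0.18, adjusted p = 1.08e-07), and Zfp612 and Zfp672 fell by 2.15 (adjusted p = 4.12e-06) and 2.08 (adjusted p = 3.54e-08).

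Lists of genes chosen for other tissues were higher as groups. Besides olfactory receptors, vomeronasal and taste receptors rose in 17 of 132 and none fell (17 adjusted over the list alone; adjusted p = 1.3e-11, and 0.0173 with an estimated correlation). Keratins rose in 2 of 51 (2 adjusted over the list alone; median 0.31, −0.17 with olfactory receptor centring; adjusted p = 0.00165, and 0.0183 with an estimated correlation), germ cell genes in 3 of 29 (3 adjusted over the list alone; median 0.39, −0.09 with olfactory receptor centring; adjusted p = 0.00144, and 0.0604 with an estimated correlation), liver and pancreas genes in 2 of 34 (2 adjusted over the list alone; median 0.36, −0.12 with olfactory receptor centring; adjusted p = 0.00173, and 0.0604 with an estimated correlation) and retina and lens genes in 2 of 23 (2 adjusted over the list alone; median 0.38, −0.10 with olfactory receptor centring; adjusted p = 0.0201, 0.0649 with an estimated correlation and 0.0131 to 0.338 over the alternatives). None of these fell by the criteria used.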
